# A kinesin Klp10A mediates cell cycle-dependent shuttling of Piwi between nucleus and nuage

**DOI:** 10.1371/journal.pgen.1008648

**Published:** 2020-03-13

**Authors:** Zsolt G. Venkei, Charlotte P. Choi, Suhua Feng, Cuie Chen, Steven E. Jacobsen, John K. Kim, Yukiko M. Yamashita

## Abstract

The piRNA pathway protects germline genomes from selfish genetic elements (e.g. transposons) through their transcript cleavage in the cytoplasm and/or their transcriptional silencing in the nucleus. Here, we describe a mechanism by which the nuclear and cytoplasmic arms of the piRNA pathway are linked. We find that during mitosis of *Drosophila* spermatogonia, nuclear Piwi interacts with nuage, the compartment that mediates the cytoplasmic arm of the piRNA pathway. At the end of mitosis, Piwi leaves nuage to return to the nucleus. Dissociation of Piwi from nuage occurs at the depolymerizing microtubules of the central spindle, mediated by a microtubule-depolymerizing kinesin, Klp10A. Depletion of *klp10A* delays the return of Piwi to the nucleus and affects piRNA production, suggesting the role of nuclear-cytoplasmic communication in piRNA biogenesis. We propose that cell cycle-dependent communication between the nuclear and cytoplasmic arms of the piRNA pathway may play a previously unappreciated role in piRNA regulation.

## Author summary

The piRNA pathway that defends germline from selfish elements operates in two subpathways, one mediated by Piwi in *Drosophila* to silence transcription of targets in the nucleus and the other mediated by Aub and Ago3 to cleave transcripts of targets in the cytoplasm. How these two subpathways might coordinate with each other, particularly at the cell biological level, remains elusive. This study shows that Piwi interacts with Aub/Ago3 specifically in mitosis in nuage, the organelle that serves as the platform for piRNA cytoplasmic subpathway. Piwi returns to the nucleus at the end of mitosis, and our study suggests that dissociation of Piwi from nuage is facilitated by microtubule depolymerization by a kinesin Klp10A at the central spindle. We propose that cell-cycle-dependent interaction of two piRNA subpathways may play an important role in piRNA production.

## Introduction

Piwi-associated RNAs (piRNAs), a class of endogenous small RNAs found across many organisms, associate with Piwi proteins of the Argonaute family to silence active transposable elements (TEs)[1–5]. In *Drosophila melanogaster*, Piwi, Aubergine (Aub), and Argonaute 3 (Ago3) comprise the three Piwi proteins of the piRNA pathway [1, 6–8]. The piRNA pathway is initiated in the nucleus, where primary piRNA precursors are transcribed from genomic piRNA clusters, translocated to the cytoplasm, and processed into mature piRNAs [1, 9]. In the cytoplasm of the germline, primary piRNAs are amplified in a “ping-pong” cycle that simultaneously cleaves TEs and produces secondary piRNAs [7, 10, 11]. Specifically, primary piRNAs antisense to TEs are loaded into and direct Aub to cleave TE transcripts, which produces secondary piRNAs that are subsequently loaded into Ago3. The secondary piRNAs generated by the ping-pong cycle are then loaded into Piwi and translocated into the nucleus as a piRNA-induced silencing complex (piRISC) [6, 12]. Within the nucleus, Piwi leads to the transcriptional repression of TEs through the deposition of heterochromatic histone marks [13–15]. Thus, the cytoplasmic arm of the piRNA pathway intimately interacts with the nuclear arm to affect silencing at the post-transcriptional and transcriptional levels, respectively.

As evidence of the tight coupling between the two arms of the piRNA pathway, ping-pong amplification takes place in nuage–the electron-dense, phase-separated granules that are anchored directly to the cytoplasmic face of the nuclear pore [16–18]. The interface between nuage and the nucleus has been shown to be critical for piRNA biogenesis and transposon target recognition and repression. Although nuage has been characterized as a static and long-term platform for piRNA biogenesis, individual nuage components, such as Aub and Ago3, are dynamically shuttled in and out of nuage [1, 6, 19–21]. Unlike Aub and Ago3, Piwi shows predominantly nuclear localization [22] and has not been well-characterized within the context of nuage. Although previous studies have identified multiple piRNA pathway components that are required for proper localization of piRNA amplification machinery to nuage, including Spindle-E, Qin, Krimper, and Vasa, the underlying mechanism by which ping-pong-amplified piRNAs translocate into the nucleus remains poorly understood [6, 16, 21, 23–25].

Here we show that nuclear and cytoplasmic components of the piRNA pathway interact specifically during mitosis of *Drosophila* spermatogonia (SGs) to likely facilitate communication between the nuclear and cytoplasmic arms of the pathway. We found that Piwi localizes to nuage specifically during mitosis, and returns to the nucleus upon mitotic exit. Through immunoprecipitation and mass spectrometry, we found that Klp10A, a microtubule (MT)-depolymerizing kinesin motor protein [26], physically interacts with components of the piRNA pathway. In the absence of Klp10A, Piwi remains in nuage for a prolonged period after mitotic exit, thus delaying its return to the nucleus. Cytological observations suggest that dissociation of Piwi from nuage at the end of mitosis occurs at the central spindle while it is being depolymerized in a *klp10A*-dependent manner. *klp10A*-depletion leads to increased piRNA production, supporting the physiological role of Klp10A-mediated regulation of Piwi localization. We propose that the interaction of Piwi with nuage during mitosis may represent a previously unappreciated mechanism to regulate piRNA biogenesis.

## Results

### Klp10A physically interacts with piRNA pathway components in germline stem cells and spermatogonia of *Drosophila* testis

*Drosophila* spermatogenesis is supported by asymmetrically dividing germline stem cells (GSCs), which produce a self-renewing GSC and a gonialblast (GB) that initiates the differentiation program. GBs further undergo four rounds of mitotic divisions as spermatogonia (SGs), which then enter meiotic program as spermatocytes (SCs) (Fig 1A). Asymmetric divisions of *Drosophila* male GSCs, as well as several other systems, are mediated by stereotypical positioning of the centrosomes [27–36]. Therefore, stem cell-specific centrosomal components are of significant interest in understanding the mechanisms that regulate asymmetric stem cell divisions.

**Fig 1:**
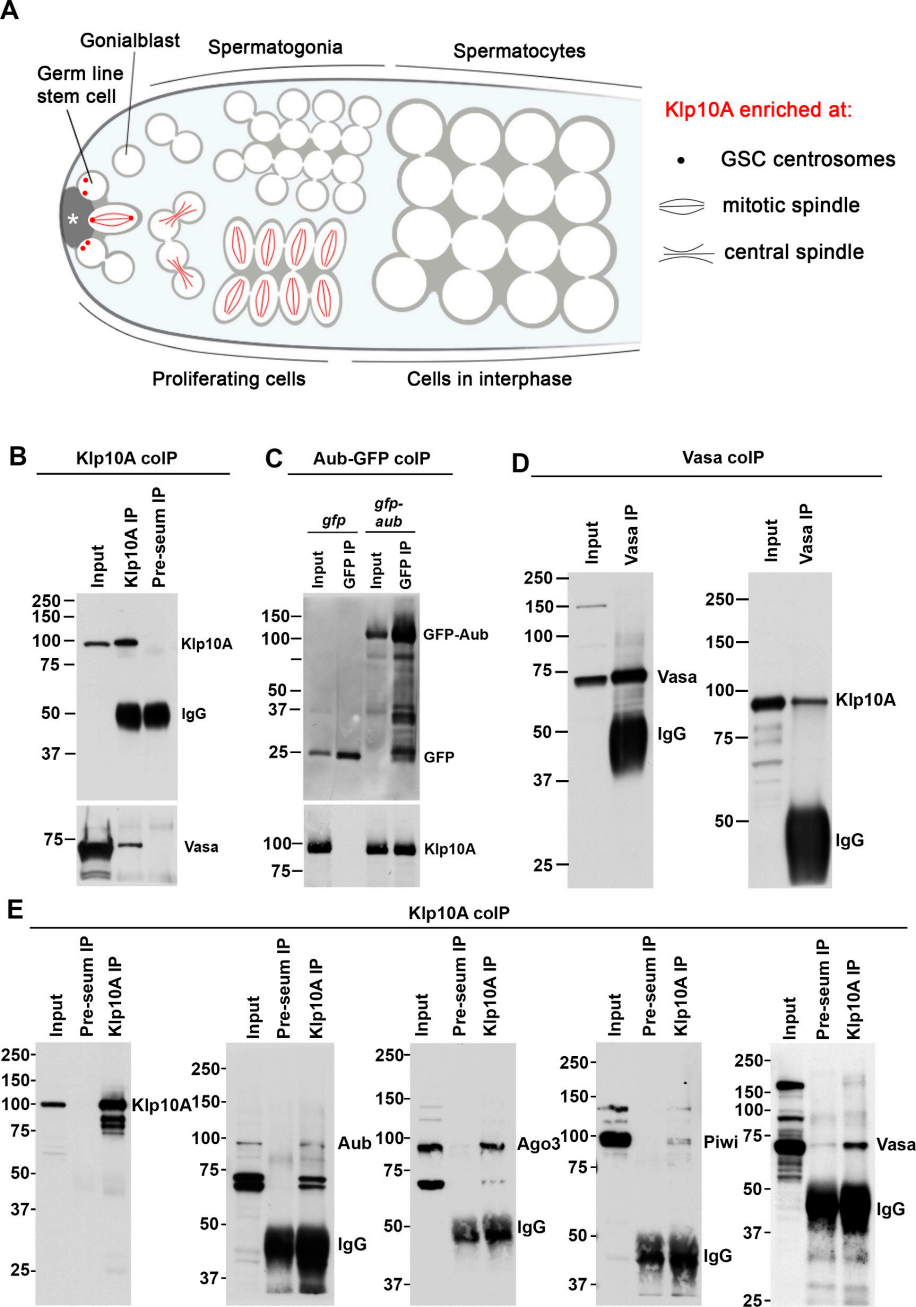
Klp10A interacts with piRNA pathway proteins in GSCs and SGs. A) *Drosophila* spermatogenesis. The stem cell niche is formed by non-dividing somatic cells (hub, marked by asterisk). Germline stem cells (GSCs) are physically attached to the hub, and divide asymmetrically. Gonialblasts (GBs), the differentiating daughters of GSCs, undergo four rounds of mitotic divisions with incomplete cytokinesis. Resultant 16-cell spermatogonia (SGs) then enter meiotic prophase as spermatocytes (SCs). Klp10A is specifically enriched at the centrosomes of GSCs (indicated by red dots), and at the central spindles of GSCs/GBs/SGs (red lines) [37]. B) Vasa co-immunoprecipitates with Klp10A in the extract from Upd-expressing testes (*nos-gal4>UAS-upd*). L: lysate input, IP: immunoprecipitant. C) Klp10A co-immunoprecipitates with GFP-Aub in the extract from Upd-expressing testes (*nos-gal4>UAS-upd UAS-gfp*, vs. *nos-gal4>UAS-upd UAS-gfp-aub*). D) Klp10A co-immunoprecipites with Vasa in the extract from the Dpp-expressing testes (*nos-gal4>UAS-dpp*). E) piRNA pathway proteins Aub, Ago3, Piwi and Vasa co-immunoprecipitate with Klp10A in the extract from Dpp-expressing testes (*nos-gal4>UAS-dpp*).

In a previous study, we showed that Klp10A protein is enriched on the centrosomes specifically in GSCs, but not in differentiating SGs [37] (Fig 1A). In an attempt to isolate proteins that specifically localize to GSC centrosomes, we affinity-purified Klp10A from a GSC-enriched extract, using either specific antibody or anti-GFP antibody combined with expression of Klp10A-GFP (see Methods). To enrich for GSCs, the self-renewal factor Unpaired (Upd) was expressed (*nos-gal4>UAS-upd*). Upd is a ligand expressed by hub cells to activate the JAK-STAT pathway, which determines GSC self-renewal. It was shown that ectopic expression of Upd in germ cells (*nos-gal4>UAS-upd*) is sufficient to cause GSC-like tumors in the testis [38, 39]. Anti-Klp10A and anti-GFP immunoprecipitates were analyzed by mass-spectrometry (see Methods). Many MT-associated proteins were enriched in Klp10A pulldown samples (S1–S3 Tables), validating the specificity of the Klp10A pull down experiments.

To our surprise, we found that components of the piRNA pathway, such as Vasa, Aub and Piwi, were enriched in the Klp10A pull-downs (S1–S3 Tables, Table 1). The fact that many piRNA pathway components were consistently identified in Klp10A-pulldowns led us to speculate this interaction might be of significance. Indeed, immunoprecipitation using anti-Klp10A antibody and GSC-enriched extracts confirmed that Klp10A physically interacts with Vasa (Fig 1B). Similarly, anti-GFP antibody pull down of GFP-Aub confirmed the Aub-Klp10A interaction (Fig 1C). Although it remains elusive whether Klp10A directly binds to these proteins or perhaps through an intermediary such as RNA, the fact that Klp10A co-immunoprecipitates multiple piRNA pathway components indicates that their interaction may be of biological relevance, regardless of whether the interaction is direct or not. Similar interactions between Klp10A and piRNA pathway components (Vasa, Piwi, Aub, Ago3) were observed when extracts from SG tumor was used (*nos*>*dpp*, [40–42]) (Fig 1D and 1E, S4 and S5 Tables, Table 1), suggesting that the Klp10A interaction with piRNA pathway components is not unique to GSCs. Cytological data confirmed that Klp10A interaction with piRNA pathway components is not limited to GSC but also occurs in SGs (see below). Accordingly, the study diverged from our initial intention to isolate GSC centrosome-specific components. However, we investigated the unexpected role of *klp10A* in the regulation of the piRNA pathway, as the study revealed an unappreciated mode of regulation of piRNA biogenesis.

**Table 1:** Enrichment of piRNA pathway proteins in GFP-Klp10A and Klp10A pull downs from GSC and SG tumor testes. PSM: number of peptide spectrum matches. Ranking indicates PSM number-based ranking of the protein/all identified proteins of the pull down. piRNA pathway proteins that ranked among top 20% are indicated by bold.

	Control pull down		Klp10A pull down				
	Pulled down with GFP from Upd testis		Pulled down with GFP-Klp10A from Upd testis				
	PSM	Ranking	PSM	Ranking			
**Aubergine**	1	31/33	**9**	**63/742**			
**Vasa**	2	13/33	**9**	**64/742**			
Piwi	0	NA	4	185/742			
Spindle-E	0	NA	2	346/742			
Tudor	0	NA	2	351/742			
Shutdown	0	NA	2	387/742			
Armitage	0	NA	1	603/742			
Vrento	0	NA	1	704/742			
Krimper	0	NA	1	718/742			
	Pulled down with pre-immune IgG from Upd testis		Pulled down with Klp10A from Upd testis				
			Experiment 1		Experiment 2		
	PSM	Ranking	PSM	Ranking	PSM	Ranking	
**Aubergine**	0	NA	**53**	**89/1318**	**92**	**67/1456**	
**Piwi**	0	NA	**27**	**189/1318**	**66**	**97/1456**	
Argonaute 3	0	NA	0	NA	22	323/1456	
Spindle-E	0	NA	11	448/1318	21	337/1456	
Vasa	0	NA	4	833/1318	20	358/1456	
Hsp90	0	NA	17	318/1318	6	834/1456	
Armitage	0	NA	6	674/1318	13	551/1456	
Qin	0	NA	11	443/1318	8	705/1456	
Tudor	0	NA	5	731/1318	10	641/1456	
Tapas	0	NA	9	500/1318	8	711/1456	
UAP56	2	38/38	3	973/1318	10	631/1456	
Papi	0	NA	0	NA	2	1444/1456	
			Pulled down with Klp10A from Dpp testis				
			Experiment 1		Experiment 2		
			PSM	Ranking	PSM	Ranking	
**Aubergine**			**127**	**22/1019**	**129**	**27/924**	
**Qin**			**36**	**148/1019**	0	NA	
**Piwi**			**32**	**164/1019**	**25**	**166/924**	
**Vasa**			16	300/1019	**28**	**152/924**	
**Tapas**			**27**	**192/1019**	0	NA	
Tudor			24	220/1019	9	446/924	
Argonaute 3			11	404/1019	15	266/924	
Spindle-E			15	314/1019	4	635/924	
Armitage			9	456/1019	0	NA	
Hsp90			8	471/1019	5	591/924	
UAP56			7	544/1019	5	492/924	
Maelstrom			2	1003/1019	0	NA	

### Depletion of *klp10A* results in alteration of piRNA biogenesis

To explore whether Klp10A interaction with piRNA pathway components was functionally significant, we examined whether *klp10A* was required for piRNA biogenesis [43]. To characterize the role of *klp10A* in the piRNA pathway, we first performed deep sequencing of small RNAs from wild type testes or testes with germline-specific *klp10A*-knockdown (*nos-gal4>UAS-klp10A*^*TRiP*.*HMS00920*^, validated in our previous study [37], and hereafter referred to as *klp10A*^*RNAi*^) (S1A Fig). We defined piRNAs as reads of 23–29 nucleotides (nt) in length that did not map to microRNAs or ribosomal RNAs. 

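Small RNA was sequenced from testes of wild type flies and of *klp10A* RNAi flies aged 0 to 2 days, with 3 replicates per genotype and 300 pairs of testes per replicate. The authors clipped the adapters, set aside reads that matched rRNA or miRNA hairpins, aligned the remaining reads to the Dm3 transcriptome with at most 1 mismatch and estimated the abundance at each TE with eXpress. They then normalized between libraries by miRNA hairpin reads. The resulting tables give 1 normalized count per library for each of 123 TEs, separately for antisense and sense piRNA, as whole numbers on a scale that the paper's text does not state. The 123 TEs include 4 satellite, Stellate and Su(Ste) sequences. The antisense normalized counts summed to 12838774, 16473887 and 14150721 in wild type replicates 1 to 3 and to 25572680, 25340889 and 27254774 in *klp10A* RNAi replicates 1 to 3. The sense normalized counts summed to 6598360, 8470979 and 7679245 in wild type and to 12973986, 12436211 and 13804433 in *klp10A* RNAi. Low normalized counts fell on regular steps within each library, and the step, taken as the value of 1 read, was 39.3, 43.1 and 37.1 in wild type and 33.0, 39.2 and 44.7 in *klp10A* RNAi. Between 39.5% and 59.6% of the low values were whole multiples of the step, against 3.36% to 4.55% by chance, so fractions of reads were present as well. Divided by the step, the antisense sums correspond to an estimated 326375, 382535 and 380985 reads in wild type and 775458, 647112 and 609692 reads in *klp10A* RNAi. A floor of 3 reads, or 98.9 to 134 normalized counts depending on the library, was used for fold changes, and it covers counting error only. Each table was tested with limma on log2(normalized count + 1) with the authors' normalization kept. A TE counted as changed at an adjusted p-value (Benjamini-Hochberg) under 0.1 and a change over 1.5-fold, the limits given for Fig 2B. The miRNA hairpin reads themselves were not used here, so a change in miRNA between the genotypes would move every TE by 1 factor.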

The majority of reads that are 23–29 nucleotides in length start with a Uridine at the 5’ most position, which has shown to be a unique, conserved feature of mature piRNAs [44], whereas reads that are 20–22 nucleotides in length, defined as siRNAs in our study, do not show such enrichment (S2 Fig), validating our analysis.

To assess the global changes in piRNA expression upon *klp10A* loss, we profiled piRNA reads across the *Drosophila* transcriptome. *klp10A*^*RNAi*^ caused specific upregulation of piRNAs mapping to repetitive elements and piRNA clusters, with minimal differences in piRNAs mapping to other genomic classes, or in other types of small RNAs such as microRNAs (Fig 2A, S3 Fig). These data suggest that *klp10A* may play a specific role in the piRNA pathway. When we analyzed the abundance of piRNAs mapping to TEs upon loss of *klp10A*, we observed significant upregulation of piRNA reads both antisense and sense to TEs (Fig 2B–2E) without any noticeable changes in their distribution (Fig 2F, S4 Fig). 

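Summed over all TEs, antisense piRNA came to 14487794 ± 1840849 normalized counts (SD, n = 3 libraries) in wild type and 26056114 ± 1044519 (SD, n = 3) in *klp10A* RNAi, a ratio of 1.80. Sense piRNA came to 7582861 ± 940023 normalized counts (SD, n = 3) in wild type and 13071543 ± 689308 (SD, n = 3) in *klp10A* RNAi, a ratio of 1.72. For both strands, every *klp10A* RNAi library lay above every wild type library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Antisense piRNA changed past the threshold at 80 of the 123 TEs, of which 77 were higher and 3 were lower in *klp10A* RNAi. Sense piRNA changed past the threshold at 95 TEs, of which 93 were higher and 2 were lower. Without the limit on the fold change, 106 TEs passed for antisense and 105 for sense. The antisense values of the 3 *klp10A* RNAi libraries lay all above the wild type values at 100 TEs and all below them at 3, together 83.7% of the TEs against the 10% that chance gives. For sense piRNA these numbers were 97 and 2 TEs, or 80.5%. The TEs share the same libraries and normalization factors, so they are not independent, and the excess over 10% was not tested. The antisense count moved most when each library was centred on its median over TEs in place of the miRNA hairpin normalization, to 14 TEs (5 higher and 9 lower, 8 of the 14 among the 80). The sense count moved most, and equally far, with that centring and with scaling to the total over TEs. It came to 16 TEs with each (8 higher and 8 lower, 10 of the 16 among the 95). Both alternatives remove, by construction, any change shared by all TEs.

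**Figure D1:**
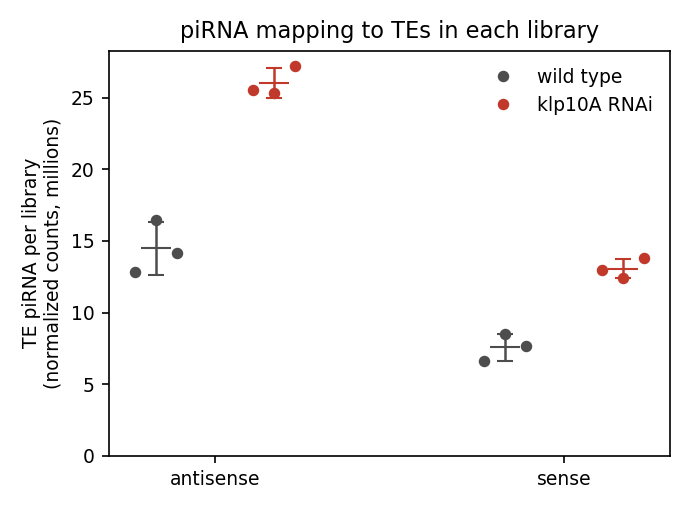
Normalized counts of piRNA summed over the 123 TEs (vertical axis, starting at 0) for antisense and sense piRNA. Points are libraries, and bars are the mean and SD of 3 libraries per genotype; the antisense sums of the *klp10A* RNAi libraries lie between 25340889 and 27254774, all above the wild type sums.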

The total amount of piRNA per TE was upregulated up to ~4 times (Fig 2B), with upregulation of individual piRNA being more prominent (Fig 2C, S4 Fig).

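The total amount of piRNA per TE was taken as the sum of its antisense and sense normalized counts. It changed past the threshold at 89 of the 123 TEs, 88 of them higher and 1 lower in *klp10A* RNAi, and 110 TEs passed without the limit on the fold change. Among TEs above the floor in wild type, the largest rise was at Juan (FBgn0046110), from 945 ± 412 normalized counts (SD, n = 3) in wild type to 5544 ± 425 (SD, n = 3) in *klp10A* RNAi. Its log2 fold change was 2.63 (SE 0.27, adjusted p = 0.000166 from limma), or 6.20-fold, and between 5.51-fold and 7.82-fold with each replicate left out in turn. Transpac (FBgn0040267) came next, with 1940 ± 581 normalized counts (SD, n = 3) in wild type and 7233 ± 986 (SD, n = 3) in *klp10A* RNAi, or 3.81-fold. At transib4 (FBgn0063369), all wild type libraries were at or under the floor of 3 reads, and its piRNA was at least 1.76-fold higher in *klp10A* RNAi. The 1 TE that was lower was Osvaldo (FBgn0063755), which fell by 1.13 on the log2 scale. The median log2 fold change of total piRNA over the 123 TEs was 0.81.
By strand, the largest antisense rises among TEs above the floor were at Juan, with a log2 fold change of 2.82 (SE 0.44), and invader4, with 1.78 (SE 0.16), while transib4, at the floor in wild type, was at least 1.27-fold higher. The antisense change at transib4 was not past the threshold without *klp10A* RNAi replicate 1 (adjusted p = 0.143 from limma) or without *klp10A* RNAi replicate 3 (0.142), and over all alternatives its adjusted p-value ranged from 0.0168 to 0.269. The 3 antisense falls were at Osvaldo (log2 fold change -0.93), the I element (-0.91) and gypsy8 (-0.72). For sense piRNA, Transpac rose by 2.38 (SE 0.19) and Juan by 2.36 (SE 0.19) on the log2 scale, and Tc1, at the floor in wild type, was at least 2.54-fold higher. Sense piRNA fell by 1.18 at Osvaldo and by 0.76 at the aurora element, whose antisense piRNA rose by 0.81. At the I element, sense piRNA rose by 0.60. Of the TEs named in Fig 2C, Fig 2D and S4 Fig, Bari1 had an antisense log2 fold change of 1.76 and a sense log2 fold change of 1.73. FB had 1.35 and 1.49, hobo had 1.13 and 0.95, copia had 0.98 and 0.64, and the R1A1 element had 0.88 and 0.79. At accord the antisense log2 fold change of 0.22 was under the fold limit (adjusted p = 0.0998 from limma), and the sense log2 fold change was 0.67, or 0.50 and under the fold limit without wild type replicate 1. With each library scaled to its total over TEs, the direction reversed at accord for antisense (-0.63). For sense it reversed at accord (-0.12), copia (-0.15) and the R1A1 element (-0.00229). That scaling removes any change shared by all TEs, so these values compare each TE with the total.

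**Figure D2:**
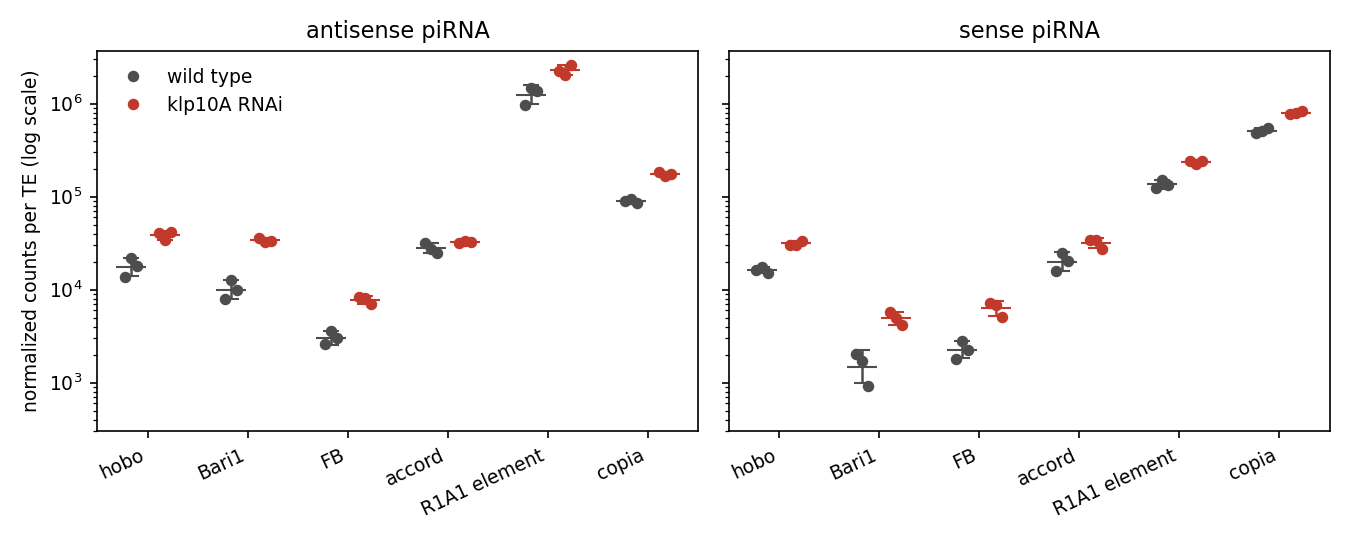
Normalized counts of antisense and sense piRNA (vertical axes, log scale) at the 6 TEs that the paper names for these data. Points are libraries, and bars are the mean and SD of log10 values of 3 libraries per genotype. With the authors' normalization, the *klp10A* RNAi libraries lie above the wild type libraries at each TE for both strands. Scaling to the total over TEs, which removes any shared change, reverses accord for both strands and copia and the R1A1 element for sense.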

**Fig 2:**
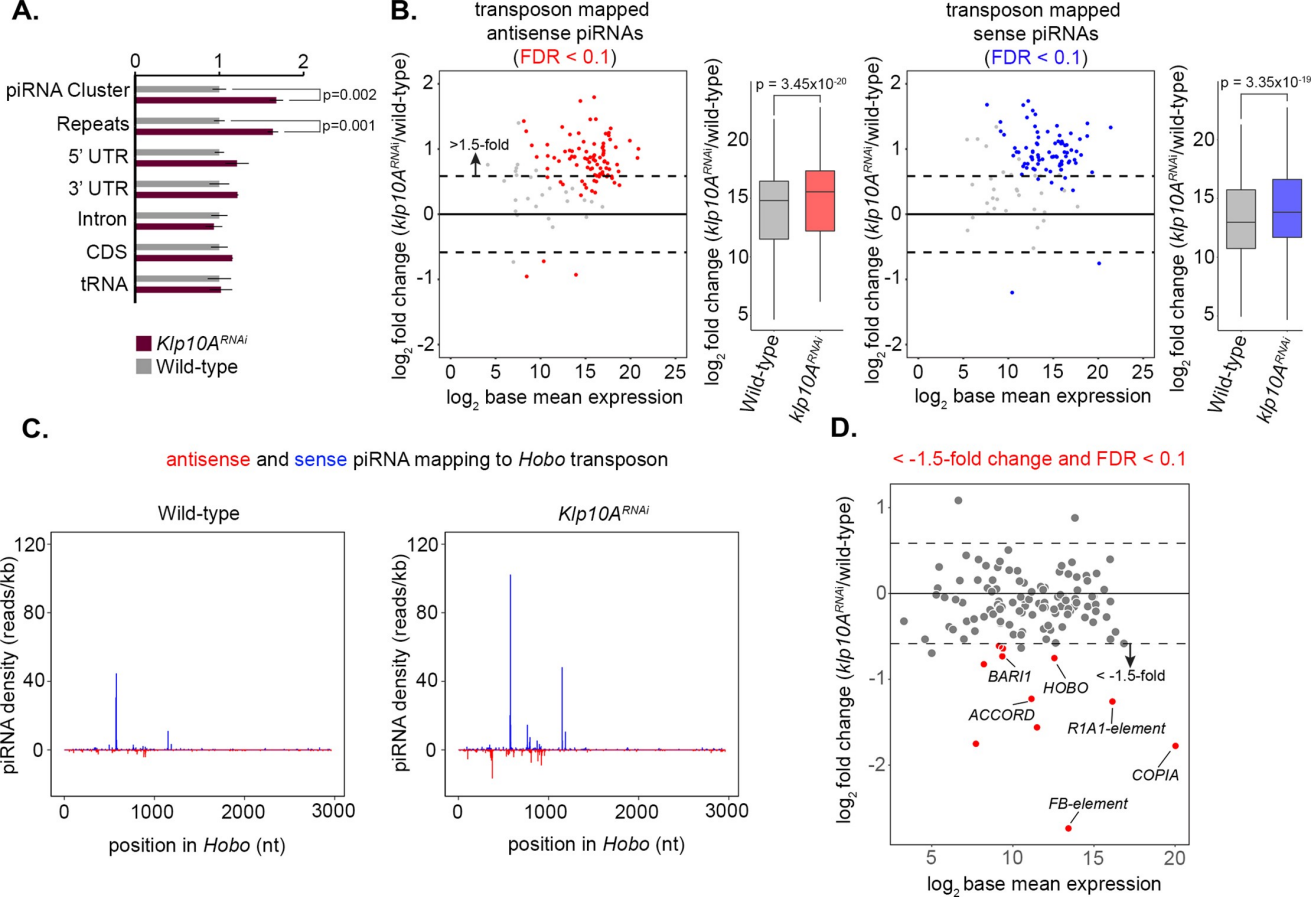
piRNA production is upregulated in *klp10A*^*RNAi*^ testis. A) piRNA reads normalized to total library reads at each genomic feature. piRNAs are significantly upregulated in repeat and piRNA cluster regions. Significance was calculated using a Student’s t-test. B) Scatter and bar plots comparing transposon mapped sense and antisense piRNA abundance in *klp10A*^*RNAi*^ germ cells vs. wild-type. piRNA abundance was calculated by normalizing piRNA read counts mapping to each transposon to total miRNA hairpin reads. A change of greater than 1.5-fold and FDR of <0.1 were used as cutoffs for differential analysis. Significance for piRNA fold change expression was calculated using Wilcoxon signed-rank test. C) Density of sequenced piRNAs (blue: sense; red: antisense) across *HOBO*. Each piRNA read was normalized to miRNA hairpin abundance. D) Scatter plot comparing transposon abundance in *klp10A*^*RNAi*^ versus wild-type (red: FDR<0.1).

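Across the 123 TEs, the median log2 fold change of antisense piRNA was 0.79, or 1.72-fold, with quartiles of 0.48 and 0.99. It was above 0 at 115 TEs. For sense piRNA the median was 0.85, with quartiles of 0.63 and 1.08, and 116 TEs were above 0. A Wilcoxon signed-rank test of the mean normalized counts across TEs (n = 123 TEs) gave p = 3.45e-20 for antisense and p = 3.28e-19 for sense. TEs measured in the same libraries are not independent replicates, so these p-values describe the TEs and not the libraries. When each library was scaled to its total over TEs, the median log2 fold change was -0.068 for antisense, a reversed sign, and 0.084 for sense. That scaling removes, by construction, any change shared by all TEs, so its median does not test the shared rise.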

The above data showed that both primary and secondary piRNAs were upregulated, suggesting that the ping-pong cycle itself remains intact in *klp10A*^*RNAi*^. To test this, we calculated the number of piRNAs with a ping-pong signature (i.e. antisense and sense read pairs that have 10-nucleotide complementary base pairing from their 5’ ends) in both wildtype and *klp10A*^*RNAi*^ libraries (S5A Fig). 

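Sense piRNAs derive from cleavage of the TE mRNAs, and antisense piRNAs are complementary to them. The sense share of all TE piRNA was 34.4% ± 0.71 (SD, n = 3 libraries) in wild type and 33.4% ± 0.42 (SD, n = 3) in *klp10A* RNAi, a difference of -0.96 percentage points (two-sided exact permutation test, p = 0.1, the smallest p possible). Without the Su(Ste) sequence, which has the highest normalized counts of the 123, the difference was -0.00490 percentage points. The log2 ratio of sense to antisense piRNA changed past the threshold at 12 TEs, 8 of them higher and 4 lower in *klp10A* RNAi. A total of 17 TEs passed without the limit on the fold change, and 39 had an unadjusted p-value under 0.05. The median change of the log2 ratio over the 123 TEs was 0.12, with quartiles of -0.26 and 0.37. It rose by 2.16 (SE 0.31) at Transpac and by 1.51 (SE 0.28) at the I element, and it fell by 1.57 (SE 0.09) at the aurora element and by 1.14 (SE 0.27) at invader4. From the rise on both strands, the paper proposes that the ping-pong cycle itself remains intact in *klp10A* RNAi.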

We observed a significant bias for piRNA read pairs with 10-nucleotide complementarity in both wildtype and *klp10A*^*RNAi*^, suggesting that the ping-pong pathway indeed remains active upon loss of *klp10A*. Moreover, we found no significant changes in ping-pong ratios in *klp10A*^*RNAi*^ compared to wildtype (S5B Fig), further confirming an intact ping-pong cycle.

To address if piRNA upregulation in *klp10A*^*RNAi*^ leads to changes in TE expression, we performed mRNA-sequencing in wildtype and *klp10A*^*RNAi*^ germ cells (S6 Fig). 

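For mRNA sequencing, rRNA-depleted RNA from 3 wild type and 3 *klp10A* RNAi replicates of 300 pairs of testes each was sequenced. The authors aligned the reads to Dm3 by STAR with up to 100 multi-alignments per read and counted them on genes and TEs with TEtranscripts, which distributes multi-mapped reads among their matches. The table gives counts for 15240 genes and 127 TEs, as whole numbers with unequal sums, and these were analysed as counts without normalization by the authors. The counts summed to 23316483, 20044004 and 19929803 in wild type replicates 1 to 3 and to 18634687, 25536724 and 18837061 in *klp10A* RNAi replicates 1 to 3. TEs took 10.6%, 13.0% and 13.1% of the counts in wild type and 9.84%, 8.48% and 10.3% in *klp10A* RNAi. Genes named only by a CR number took 45.7%, 51.6% and 30.6% in wild type and 24.9%, 37.2% and 26.0% in *klp10A* RNAi. Genes and TEs were normalized together by edgeR's TMM method, with factors of 0.82, 0.70 and 1.04 in wild type and 1.33, 0.99 and 1.27 in *klp10A* RNAi. After filtering on low counts, 11974 genes and 126 TEs were tested with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over both. A gene counted as changed at an adjusted p-value under 0.01, the limit in the paper's methods, and a TE at an adjusted p-value under 0.1 and a change over 1.5-fold. The legend gives that fold limit for piRNA in Fig 2B, while for TE transcripts in Fig 2D it gives the limit on the FDR alone.
The targeted gene, Klp10A, had 1458, 802 and 1527 counts in the wild type libraries and 327, 364 and 313 counts in the *klp10A* RNAi libraries. Its log2 fold change was -2.35 (SE 0.16, adjusted p = 0.00105 from edgeR), and it was lower in each *klp10A* RNAi library than in each wild type library. With each replicate left out in turn, the log2 fold change stayed between -2.47 and -2.27. Without *klp10A* RNAi replicate 1 the adjusted p-value from edgeR was 0.0114, and without *klp10A* RNAi replicate 3 it was 0.0174, over the limit for genes in both cases; over all alternatives it ranged from 1.32e-32 to 0.0174.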

We found that most TEs did not show any significant changes in expression levels except for a small subset of TEs, which showed moderate downregulation upon loss of *klp10A* (Fig 2D). 

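TE transcripts changed past the threshold at 12 of the 126 TEs tested, 10 lower and 2 higher in *klp10A* RNAi, while 114 TEs (90.5%) did not. Without the limit on the fold change, as in Fig 2D, 16 TEs passed, 13 lower and 3 higher (Stalker3, diver and gypsy10, the last named after its value was seen), and 28 had an unadjusted p-value under 0.05. The 3 *klp10A* RNAi values lay all on one side of the 3 wild type values at 38 TEs, or 30.2% against the 10% that chance gives. TEs in the same libraries are not independent, and this excess was not tested. The median log2 fold change was -0.14 over TEs and 0.01 over genes. The largest fall past the threshold was at copia, with a log2 fold change of -1.79 (SE 0.34, adjusted p = 0.0206 from edgeR). It was followed by the I element (-1.57), the R1A1 element (-1.27), accord (-1.24), Bari1 (-0.74), suffix (-0.72), gypsy8 (-0.65), Tirant (-0.64), ZAM (-0.62) and Doc (-0.59). The 2 TEs that rose were Stalker3, with a log2 fold change of 1.07 (SE 0.25), and diver, with 0.87 (SE 0.23). The R1A1 element fell by 0.71 without wild type replicate 2. The number of TEs past the threshold moved most, and equally far, in 3 alternatives. It was 24 (19 higher and 5 lower) with total counts in place of TMM, an alternative chosen after seeing the data that moved the median over genes to 0.50, where each of the 12 TEs kept its direction and 5 of them passed (copia, the I element, accord, Stalker3 and diver). It was 0 at an adjusted p-value under 0.01 from edgeR and 0 without *klp10A* RNAi replicate 1 (19 at an unadjusted p-value under 0.05). The DESeq2 Wald test, named in the paper's methods, put several TEs over 1.5-fold under an adjusted p-value of 0.01. These were copia, the I element, accord, diver, the R1A1 element, Stalker3 and Bari1. From edgeR, the number past the threshold was 5 without *klp10A* RNAi replicate 2 (copia, the I element, diver, gypsy8 and ZAM) and 1 without *klp10A* RNAi replicate 3 (copia). Without wild type replicates 1, 2 and 3 in turn, 6, 8 and 8 of the 12 TEs passed.
FB and hobo, which Fig 2D names, did not pass. FB had a log2 fold change of -2.75 (SE 0.93, adjusted p = 0.114 from edgeR), from 3955, 33798 and 3725 counts in wild type and 3258, 3511 and 3463 counts in *klp10A* RNAi. Without wild type replicate 2, its log2 fold change was -0.49. FB passed without wild type replicate 1 (log2 fold change -3.22, adjusted p = 0.0642 from edgeR) and without wild type replicate 3 (-3.21, adjusted p = 0.0713), and over all alternatives its adjusted p-value ranged from 8.66e-07 to 0.368. For hobo it was -0.76 (SE 0.30, adjusted p = 0.156 from edgeR), and -0.32 without wild type replicate 2.

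**Figure D3:**
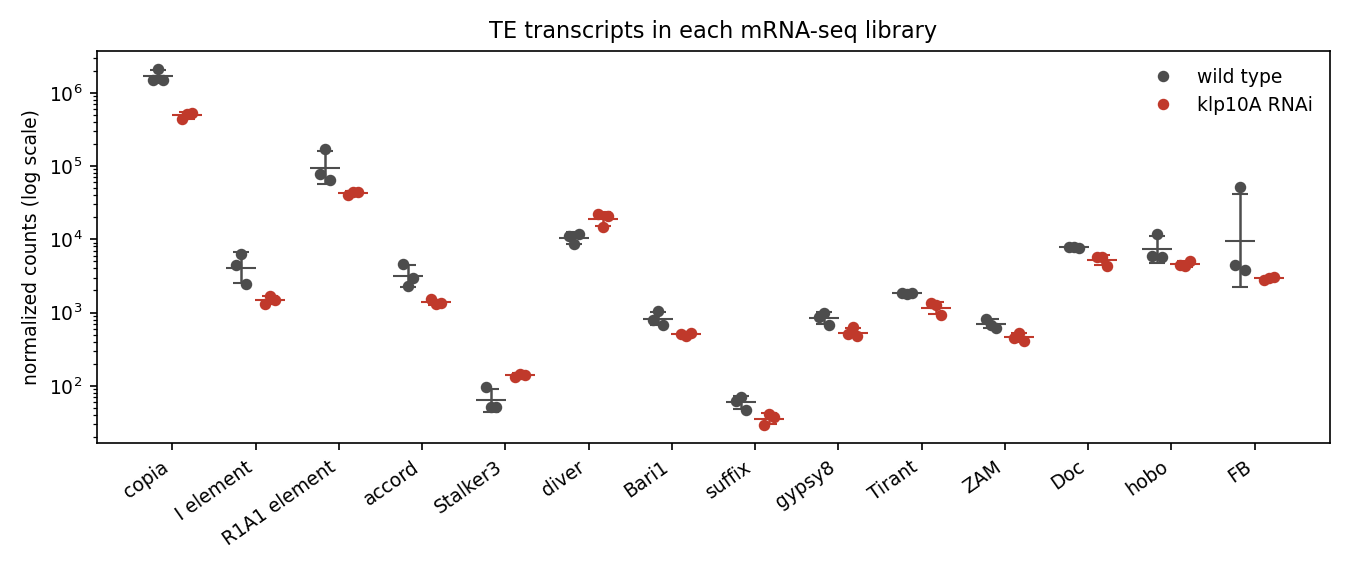
Normalized counts (vertical axis, log scale) of the 12 TEs past the threshold, and of hobo and FB, in each mRNA-seq library. Points are libraries, and bars are the mean and SD of log10 values of 3 libraries per genotype; for FB, 1 wild type library lies far above the other 5.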

There were no clear common characteristics among these TEs that may explain as to why these TEs exhibits downregulation. 

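The 10 TEs with fewer transcripts in *klp10A* RNAi ranged in abundance from copia, with 1704154 ± 383908 normalized counts (SD, n = 3) in wild type and 493993 ± 52123 (SD, n = 3) in *klp10A* RNAi, to suffix, with 59.9 ± 11.5 (SD, n = 3) and 36.0 ± 6.21 (SD, n = 3). Their antisense piRNA was higher past the threshold at 5 of the 10 and lower at the I element and gypsy8, and their sense piRNA was higher at 8 of the 10. The antisense log2 fold changes of these 10 TEs ran from -0.91 to 1.76, with a median of 0.55. Of the 111 TEs in both data sets whose transcripts did not change past the threshold, antisense piRNA was higher at 70 and lower at 1, with a median log2 fold change of 0.80, and sense piRNA was higher at 84 and lower at 2. The difference between these groups of TEs was not tested.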

Taken together, our results show that *klp10A* is involved in piRNA production and that Klp10A interaction with piRNA pathway components may have functional significance (see Discussion), prompting us to further examine the underlying mechanisms. It should be noted that *klp10A*^*RNAi*^ does not lead to noticeable changes in overall cellular composition of the testes, the process of differentiation [37], or cell cycle distribution (see below). Therefore, it is unlikely that skewed composition of cell types/cell cycle is the cause of observed changes in piRNA levels in *klp10A*^*RNAi*^.

### Klp10A colocalizes with piRNA pathway components at the central spindle during telophase in GSCs and SGs

To begin to explore how Klp10A might contribute to piRNA biogenesis, we examined the localization of Klp10A protein and piRNA pathway components throughout the cell cycle of GSCs and SGs. Vasa and Aub showed well-established perinuclear localization in nuage throughout interphase (Fig 3A, 3B, 3E and 3F) [8, 45, 46]. During this period, Klp10A showed centrosome localization in GSCs (Fig 3A, 3E and 3I), or uniform cytoplasmic localization in SGs (Fig 3B, 3F and 3J) as we reported previously [37]. We did not observe clear co-localization between centrosomal Klp10A and nuage, suggesting that the potential role of Klp10A in piRNA pathway is not related to its GSC-specific centrosomal localization.

**Fig 3:**
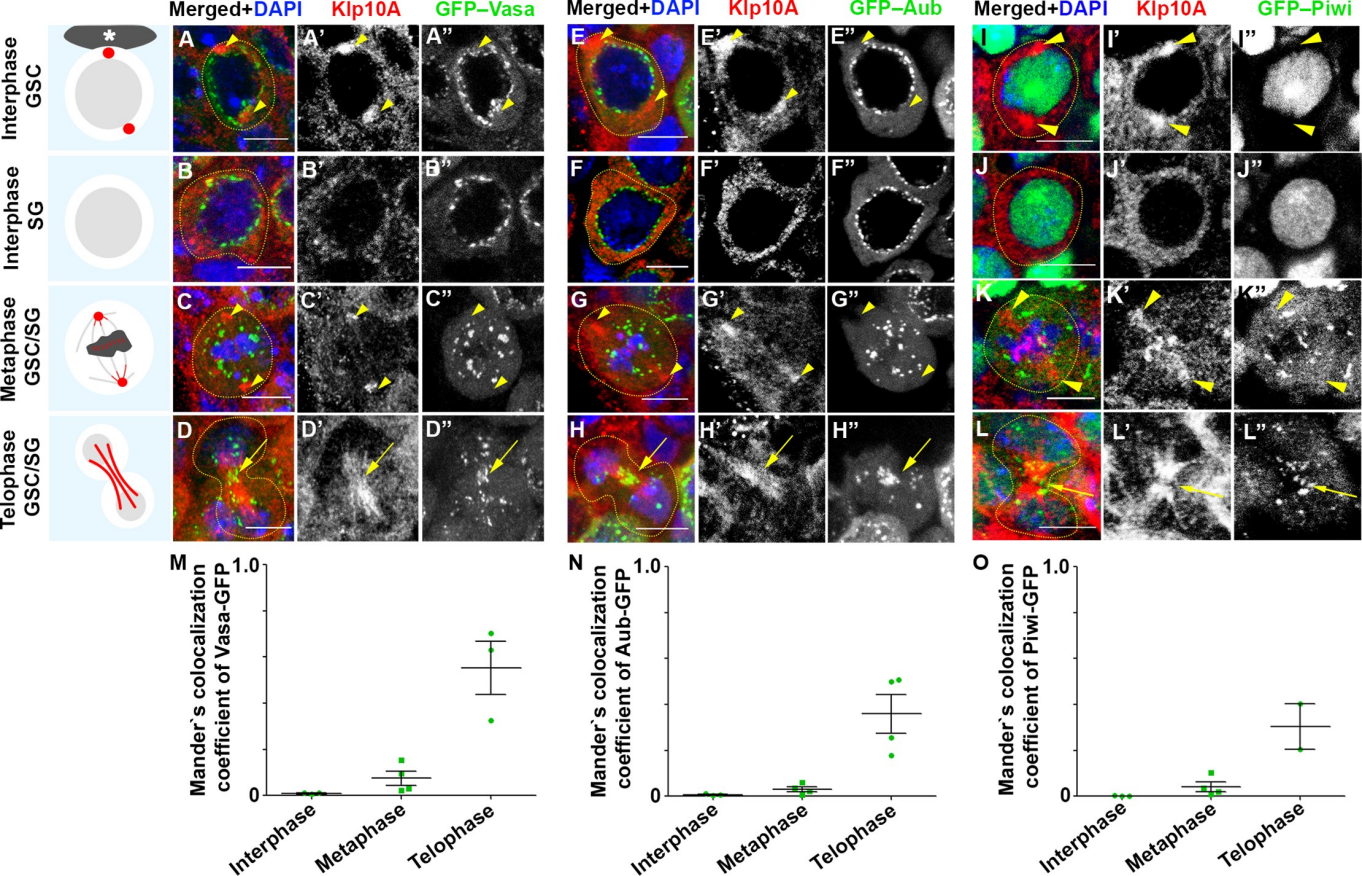
Klp10A colocalizes with Vasa, Aub and Piwi at the central spindle in GSCs/SGs during mitotic exit. A-D”) Localization of Klp10A (red) and GFP-Vasa (green) in GSCs/SGs throughout the cell cycle. DAPI (blue). E-H”) Localization of Klp10A (red) and GFP-Aub (green) in GSCs/SGs throughout the cell cycle, I-L”) Localization of Klp10A (red) and Piwi-GFP (green) in GSCs/SGs throughout the cell cycle. Centrosomal localization of Klp10A is indicated by arrowheads, central spindle localization with arrows. Bars: 5 μm. M-O) Quantification colocalization of GFP-Vasa (M), GFP-Aub (L) and GFP-Piwi (O) with Klp10A in GSCs/SGs during cell cycle. Mender’s colocalization coefficient is calculated based on how much of indicated proteins colocalize with Klp10A. Data points represent single cells, each from different testes. Error bars represent SD.

When cells enter mitosis, nuage became somewhat larger in size, which we refer to as ‘mitotic nuage’ hereafter (Fig 3C, 3G and 3K). Mitotic nuage appears to be the same population described previously as ‘Vasa granule near the mitotic chromosomes’ by Pek and Kai [47]. At this point, Klp10A was observed at the spindle pole (and weakly on the spindle) as previously reported [37], showing little colocalization with Vasa/Aub (Fig 3C, 3G, 3K and 3M–3O).

Although Klp10A did not noticeably colocalize with any of nuage components until anaphase, colocalization became clear during telophase: nuage was associated with Klp10A near the center of the dividing cell (Fig 3D, 3H and 3L–3O), which we confirmed to be bundles of central spindle MTs (S7 Fig). Importantly, Klp10A localization to the central spindle was observed both in GSCs and SGs [37], and colocalization of Klp10A and piRNA pathway components was commonly observed both in GSCs and SGs.

In contrast to Aub and Ago3, which reside in nuage together with Vasa to function in the cytoplasmic arm of the piRNA pathway, Piwi functions in the nucleus to repress TEs at the transcriptional level [15, 16, 43, 48–50]. We confirmed that GFP-Piwi localizes to the nucleus during interphase of GSCs and SGs as described previously [22, 51](Fig 3I and 3J). Interestingly, we found that once cells enter mitosis, GFP-Piwi localized to mitotic nuage together with the components of the cytoplasmic arm of the piRNA pathway, such as Aub and Vasa (Fig 3K, see Fig 4 for the confirmation of Piwi’s localization to mitotic nuage). During telophase, GFP-Piwi still colocalized with nuage components at the central spindle (Fig 3L and 3O), after which it returned to the nucleus. Taken together, these data show that piRNA pathway components likely interact with Klp10A at the central spindle during telophase.

**Fig 4:**
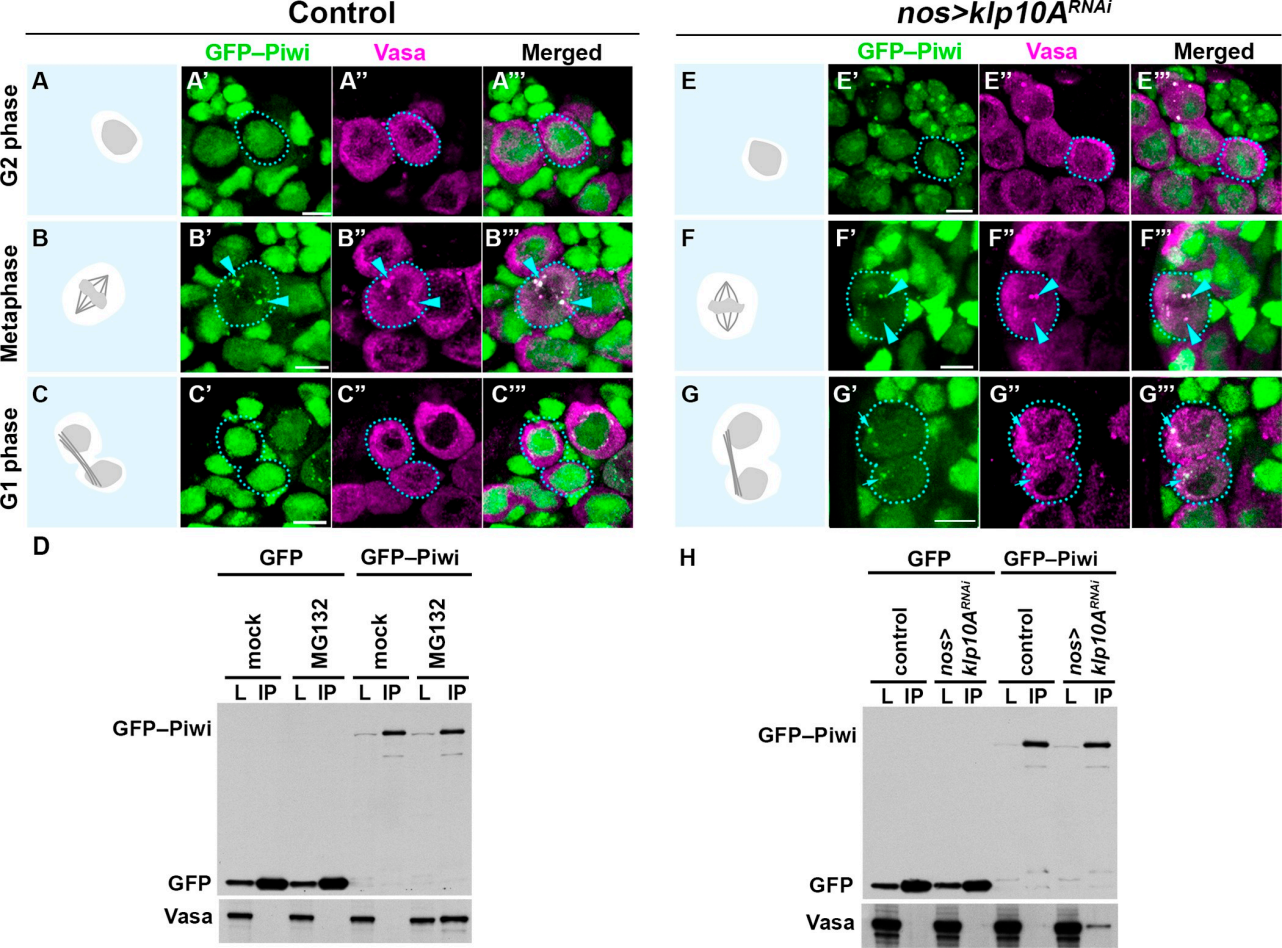
Piwi interacts with cytoplasmic piRNA pathway components at the nuage in mitosis, and returns to the nucleus at the end of mitosis in a Klp10A-dependent manner. (A-C) GFP-Piwi (green) and Vasa (magenta) localization throughout the GSC cell cycle in wild type testes. The localization patterns were the same in GSCs and SGs. GSCs are encircled by dotted lines. Cartoons show DAPI and MT morphology (shown in S8 Fig) to assess cell cycle stages. GFP-Piwi and Vasa colocalization at the mitotic nuage is indicated by arrowheads. Bars: 5 μm. D) co-immunoprecipitation of Vasa with GFP-Piwi from *nos>upd* testes after 4h 30min *ex vivo* MG132 treatment. *nos>upd*, *gfp* testes were used as control. L: lysate input, IP: immunoprecipitant. (E-G) GFP-Piwi (green) and Vasa (red) localization throughout the GSC cell cycle in *klp10A*^*RNAi*^ testes. Cytoplasmic GFP-Piwi/Vasa granule in post-mitotic interphase cells are highlighted by arrows in panel G. H) co-immunoprecipitation of Vasa with GFP-Piwi from *nos>upd* testes after *klp10A*^*RNAi*^. *nos>upd*, *gfp* and *nos>upd*, *gfp*, *klp10A*^*RNAi*^ testes were used as control.

### Klp10A is required for relocation of Piwi from mitotic nuage to the nucleus at the end of mitosis

Based on the above results that suggest Klp10A interaction with nuage components at the central spindle, we explored how this interaction may impact the piRNA pathway. To this end, we first examined the localization of Piwi and Vasa in control vs. *klp10A*^*RNAi*^ GSCs/SGs.

We confirmed the above observation that Piwi localizes to mitotic nuage by examining the colocalization of GFP-Piwi with Vasa in wild type cells. Although their localization was distinct during interphase (i.e. Vasa in nuage, Piwi in the nucleus) (Fig 3, Fig 4A and 4C, S8 Fig), Vasa and Piwi colocalized during mitosis (Fig 4B, S8 Fig, S9 Fig), and Piwi returned to the nucleus at the end of mitosis (Fig 4C, S10 Fig). We further detected physical interaction and colocalization between Vasa and Piwi specifically when cells were blocked in metaphase with MG132 (a proteasome inhibitor that arrests cells in mitosis [52]), or with colcemid (S9 Fig) [31]. These results suggest that Piwi gains access to nuage specifically during mitosis.

Next, we investigated whether *klp10A*^*RNAi*^ testes show any defects in the behavior of nuage or Piwi during the cell cycle. Nuage morphology and composition appeared unperturbed in most interphase cells (Fig 4E), and in all mitotic cells until anaphase in both GSCs and SGs of *klp10A*^*RNAi*^ testes (Fig 4F, S10A Fig). However, the difference between the control and *klp10A*^*RNAi*^ germ cells became clear upon exiting mitosis (‘G1’ in Fig 4C and 4G). In control germ cells, Piwi returned to the nucleus at the end of telophase and became exclusively nuclear in the subsequent interphase as described above (Fig 4C, S10 Fig, S11A Fig). In contrast, in *klp10A*^*RNAi*^ germ cells, Piwi persisted in cytoplasmic nuage even after the completion of mitosis (Fig 4G, S10 Fig, S11B and S11C Fig). Piwi-Vasa interaction was detectable by co-immunoprecipitation in *klp10A*^*RNAi*^ without being arrested in mitosis (Fig 4H), consistent with persistent colocalization of Piwi with Vasa at nuage in early G1/S cells (Fig 4G, S11B and S11C Fig). Likely reflecting the delayed/incomplete translocation of Piwi from mitotic nuage to the nucleus, we also observed that the amount of nuclear Piwi was slightly but significantly reduced in GSCs/SGs in *klp10A*^*RNAi*^ germ cells (S12 Fig). Delayed dissociation of Piwi from mitotic nuage at the end of mitosis was confirmed by live observation of GFP-Piwi and mCherry-Vasa expressed in mitotic SGs (S1 and S2 Videos). Taken together, these results show that 1) Piwi interacts with nuage specifically in mitosis, and 2) *klp10A* is required for releasing Piwi from mitotic nuage to allow its return to the nucleus at the end of mitosis.

### Piwi dissociates from nuage at the central spindle microtubules

How does Piwi dissociate from mitotic nuage at the end of mitosis, and how does *klp10A* promote this process? A closer examination of live imaging using GFP-Piwi and mCherry-Vasa (S1 Video) revealed that a Piwi-positive compartment (‘Piwi granule’ hereafter) budded off from mitotic nuage and then dispersed near the center of telophase cells at the central spindle (see below for the confirmation of their localization at the central spindle) (Fig 5A, S1 Video). Concomitantly, nuclear Piwi level gradually increased (S1 Video), suggesting that Piwi released from mitotic nuage returned to the nucleus. Morphology of nuage marked by Vasa remained unchanged during this period (S1 Video). In contrast to control SGs, we barely observed the budding off of the Piwi granule in *klp10A*^*RNAi*^ SGs (Fig 5B, S2 Video). As a result, Piwi remained in nuage for a prolonged time period even after the completion of mitosis. These results show that *klp10A* is required for releasing Piwi from mitotic nuage such that Piwi can return to the nucleus. It should be noted that *klp10A*^*RNAi*^ germ cells did not exhibit noticeable change in cell cycle progression (see below). Therefore, it is unlikely that prolonged Piwi retention in nuage is an indirect consequence of delayed mitotic exit.

**Fig 5:**
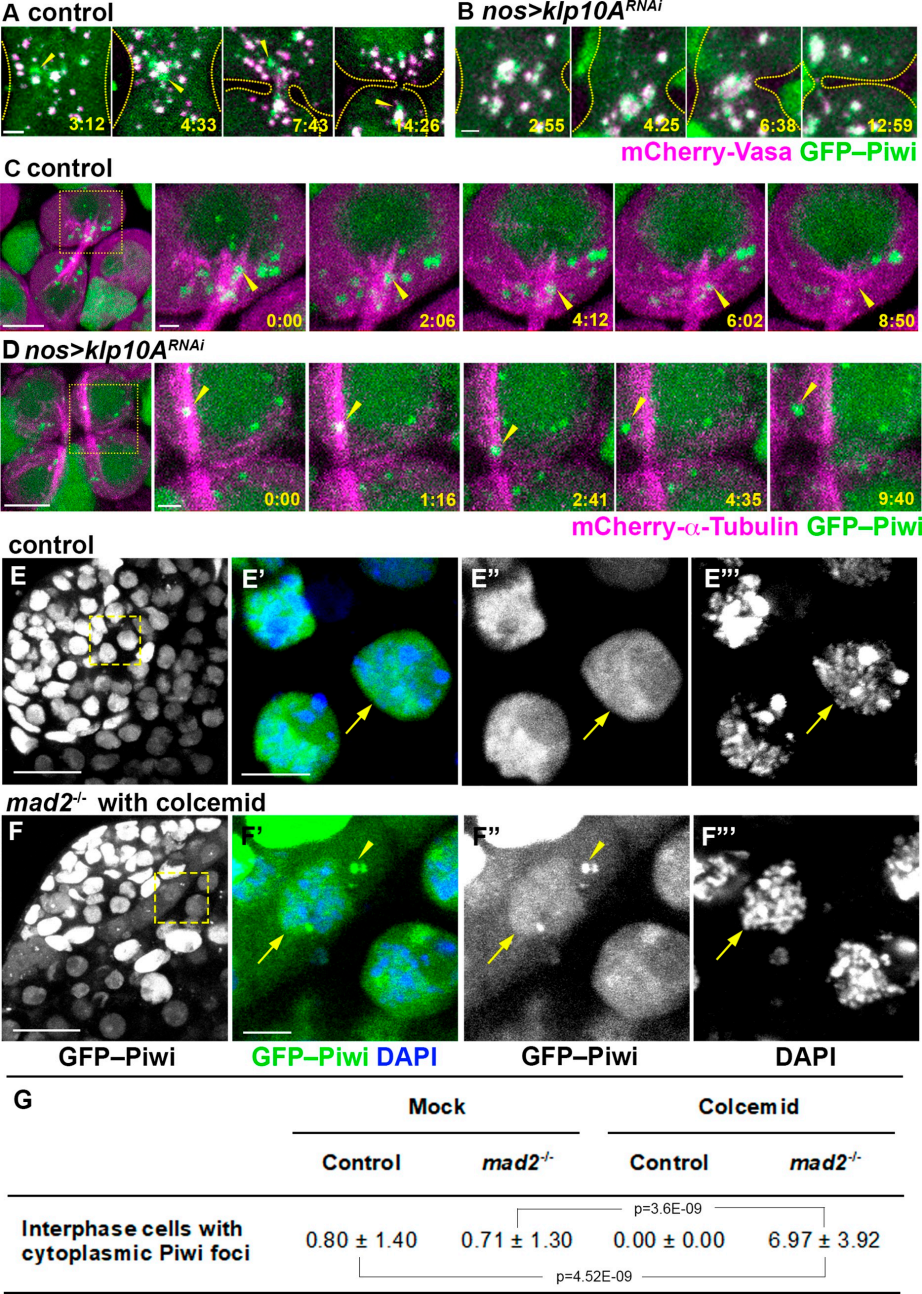
Piwi dissociates from mitotic nuage at the central spindle in a *klp10A*-dependent manner. (A-B) Live imaging of mCherry-Vasa (magenta) and GFP-Piwi (green) in the central region of telophase SGs in wild type (A) and in *klp10A*^*RNAi*^ (B) testes. The elapsed time after anaphase-B onset is indicted in min:sec. Arrowheads point to Piwi-GFP signals budding off from the mitotic nuage. Dotted lines indicate the outline of cells. Bars: 1 μm. C-D) Live imaging of mCherry-α-Tubulin (magenta) and GFP-Piwi (green) in telophase SGs in wild type (C) and *klp10A*^*RNAi*^ (D) testes. Squares in the first panels indicate the zoomed regions shown by the later panels. Arrowheads in (C) point to a mitotic nuage particle, initially positive for Piwi and gradually losing the signal. Open arrowheads (D) point to a Piwi-positive nuage particle, sliding along and later releasing the MT bundle, without decreasing GFP-Piwi signal. Bars: 5 μm, and 1 μm for zoomed regions. E-F) GFP-Piwi (green) localization in interphase control SGs (E) or *mad2* null mutant SGs after 3h colcemid treatment (F). Arrowheads point to Piwi-GFP-positive nuage. Arrows point to interphase nuclei. Bars: 20 μm in left panels, 5 μm in insert panels. G) Frequency (cells/per testis) of interphase germ cells with GFP-Piwi positive nuage 3h after *ex vivo* colcemid treatment. *n* = 13–18 testes were scored for each experiment. p values of t-tests are provided.

The above live imaging observations indicated that budding off of the Piwi granule from mitotic nuage occurs near the center of dividing cells (S1 Video). Because Klp10A localizes to the central spindle and nuage components likely interact with Klp10A at the central spindle (Fig 3), we next examined how budding of the Piwi granule occurs at the central spindle. Using GFP-Piwi combined with mCherry-α-Tubulin, we found that the GFP-Piwi signal was dynamically associated with the central spindle MTs and moved back and forth along MTs, gradually decreasing in intensity until it completely dissipated (Fig 5C and S3 Video). In contrast, in *klp10A*^*RNAi*^ GSCs/SGs, the majority of Piwi granules did not localize to the central spindle, and even when they are associated with the central spindle, Piwi did not exhibit gradual dispersion as observed in the control (Fig 5D, S4 Video).

These results indicate that budding off and release of Piwi from mitotic nuage occurs along the central spindle MTs. We hypothesized that the interaction of nuage with the central spindle MTs facilitates the dissociation of Piwi from nuage. To more directly test this idea that MTs mediate Piwi dissociation from mitotic nuage, we sought to allow cells to exit mitosis in the absence of MTs. To achieve this, we combined *ex vivo* colcemid treatment with a *mad2* mutation. Colcemid treatment effectively depolymerized MTs (S9F Fig)[31], which would normally cause metaphase arrest due to the spindle assembly checkpoint (S9B and S9D Fig) [31, 53]. However, when this is combined with a *mad2* mutation, which inactivates the spindle assembly checkpoint, cells exit mitosis even in the absence of MTs (S13 Fig) (Li et al. 2010). Under this condition, we found that Piwi remained in cytoplasmic nuage after mitotic exit, demonstrating that Piwi’s release from mitotic nuage and return to the nucleus is mediated by MTs (Fig 5E–5G).

### *klp10A* is required for depolymerization of central spindle MTs

The above results led us to hypothesize that the central spindle serves as a platform for Piwi dissociation from mitotic nuage to allow Piwi to return to the nucleus. How does Klp10A, which is a kinesin motor that bends and depolymerizes MTs [26], regulate this process? Because central spindle MTs seemed to facilitate dissociation of Piwi from mitotic nuage (Fig 5), and because Klp10A localizes to the central spindle (S7 Fig), we investigated whether Klp10A may regulate the integrity of the central spindle.

To test this idea, we examined the morphology of the central spindle in control vs. *klp10A*^*RNAi*^ testes. First, we found that the frequency of GSCs or SGs that contain central spindle MTs was significantly higher in *klp10A*^*RNAi*^ compared to control testes (Fig 6A–6C), suggesting that Klp10A promotes depolymerization of central spindle MTs. In control germ cells, disassembly of the central spindle and completion of S phase, as assessed by pulse labeling with 5-ethynyl-2'-deoxyuridine (EdU), are nearly in synchrony: most of the S phase cells (EdU+) contain central spindle (Fig 6D, arrowhead), whereas all post-S phase cells (EdU-) have resolved central spindles (Fig 6F). In stark contrast, about half of post-S phase cells still contained the central spindle in *klp10A*^*RNAi*^ testes (Fig 6E, arrow, Fig 6F), indicating that central spindle disassembly is delayed in the absence of *klp10A*. Importantly, increased frequency of germ cells with the central spindle is not due to skewed composition of cell cycle stages in *klp10A*^*RNAi*^ germ cells, because *klp10A*^*RNAi*^ germ cells had comparable frequency of being in S phase (22.6±8.6% EdU^+^ in control, *n* = 89 GSC vs. 24.6±15.6% EdU+ in *klp10A*^*RNAi*^, n = 103 GSC, n.s.) or in M phase (0.22±0.03 mitotic GSCs/testis in control, n = 160 vs. 0.194±0.01 mitotic GSCs/testis in *klp10A*^*RNAi*^, n = 222, n.s.).

**Fig 6:**
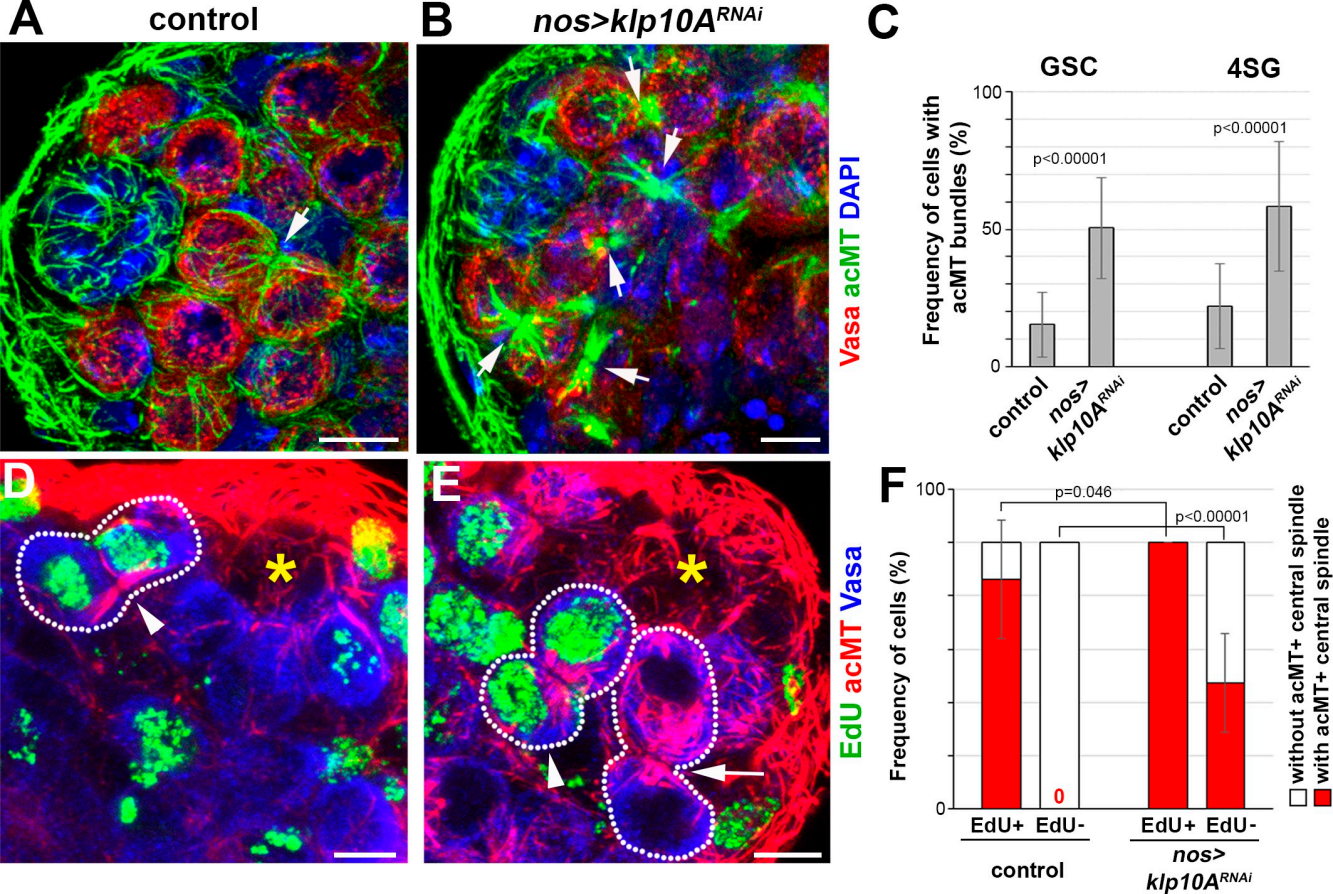
Klp10A promotes depolymerization of central spindle MTs. A, B) Apical tip region of wild type (A) and *nos*>*klp10A*^*RNAi*^ (B) testes. Vasa (red), acetylated MTs (acMTs) (green) and DAPI (blue). Arrows indicate acMT bundles of central spindles between interconnected cells. Bars: 5 μm C) Frequency of acMT bundles in GSCs (n = 181 for control, n = 201 for *klp10A*^*RNAi*^) and 4-cell SGs (n = 128 and n = 95). Error bars indicate SD. p values of t-tests are provided. D-E) Apical tip region of a wild type (D) and a *klp10A*^*RNAi*^ testis (E) with EdU (green) incorporation after 45min incubation period. Testes were stained for acMTs (red) and Vasa (blue). Arrowheads indicate EdU-positive GSC-GB pairs with acMT bundle. Arrow indicates EdU-negative GSC-GB pairs with acMT bundle in *klp10A*^*RNAi*^. Asterisks indicate the hub, dotted lines indicate GSC-GB pairs. Bars: 5 μm. F) Frequency of acMT bundle in EdU-positive (n = 32 for control, n = 24 for *klp10A*^*RNAi*^) and EdU-negative GSCs (n = 69 for control, n = 79 for *klp10A*^*RNAi*^). Error bars indicate SD. p values of t-tests are provided.

Taken together, these results show that *klp10A* is required for depolymerization of central spindle MTs. Based on the observation that Piwi dissociates from mitotic nuage along the central spindle as it disassembles, we speculate that Piwi’s dissociation from the central spindle is driven by MT depolymerization, which is facilitated by Klp10A, a MT-depolymerizing kinesin. Understanding how depolymerizing MTs can facilitate dissociation of Piwi from mitotic nuage awaits future investigation.

## Discussion

In this study, we reveal an unexpected, dynamic localization of piRNA pathway machinery during the cell cycle of mitotically proliferating germ cells (GSCs and SGs) in the *Drosophila* testis. Our study is the first to describe a dynamic compositional change in nuage during the cell cycle. Piwi is nuclear in interphase, but associates with nuage specifically during mitosis and then returns to the nucleus at the end of the mitosis. Our study provides several novel insights into the cell biological aspects of piRNA biogenesis.

Our data suggest that this ‘nuage cycle’ in mitotic germ cells of the testis is partly facilitated by disassembly of central spindle MTs: Klp10A regulates depolymerization of central spindle MTs during telophase, and Piwi dissociates from nuage at depolymerizing central spindle MTs. How can depolymerizing MTs facilitate dissociation of Piwi from the nuage compartment? Although the underlying molecular mechanisms remain elusive, the physical interaction of piRNA pathway components and MTs have also been documented [54–56]. In addition, MTs have been shown to regulate the assembly, maturation, and disassembly of stress granules, another phase-separated compartment similar to nuage [57–60]. Given these earlier studies, our observation might reflect a generalizable regulatory feature of the piRNA pathway. Recently, it was shown that liquid droplets of Tau protein concentrate tubulin dimers to facilitate MT formation, and that MTs within the Tau droplets exhibit liquid-like properties [61]. Polymerized MTs within Tau droplets then deforms Tau droplets [61]. Likewise, tubulin-binding proteins within nuage [54–56] may increase tubulin concentration, leading to MT polymerization. It might in turn deform nuage and change biophysical characteristics of phase separation, leading to release of Piwi from nuage. Although our results show the role of Klp10A in dissociating Piwi from nuage at the end of mitotic spindle, underlying mechanism of how Klp10A interacts with piRNA pathway components in facilitating Piwi’s dissociation on the depolymerizing MTs remains unknown. Klp10A protein does not have any noticeable domains other than central motor domain, and the structure does not hint as to how Klp10A might interact with piRNA pathway components. It is possible that Klp10A’s interaction with nuage components are mediated by unidentified linker protein(s). Also, it remains unknown how Piwi associates with nuage at the mitotic entry, which is likely independent of Klp10A. Nuclear envelope breakdown may be sufficient for Piwi to associate with nuage. Alternatively, there may be additional post-translational regulations that enhance Piwi’s affinity to nuage.

We demonstrate that Klp10A is involved in piRNA biogenesis. Loss of *klp10A* leads to a global upregulation of piRNA expression but only modest depletion of a subset of transposons. The failure of *klp10A* knockdown to show depletion of a majority of TEs, despite elevated levels of cognate piRNAs, could be because *klp10A* influences piRNA biogenesis only during limited stages of spermatogenesis, i.e. GSCs and SGs. For example, TE transcripts are not regulated by the piRNA pathway in germ cells of certain stages of spermatogenesis [62], and defects caused by *klp10A* depletion may be masked by unchanged TE expression in other stages of spermatogenesis. 

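Across the 123 TEs measured in both data sets, the log2 fold change of antisense piRNA and that of TE transcripts had a Spearman correlation of 0.158 (permutation p = 0.0789, adjusted p = 0.158 over the 2 strands) and a Pearson correlation of 0.143 (permutation p = 0.112, adjusted p = 0.225). With sense piRNA, the Spearman correlation was 0.0145 (permutation p = 0.876) and the Pearson correlation was 0.0246 (permutation p = 0.784). These correlations are across TEs, which are not independent replicates. Over the 12 fits that each left out 1 small RNA or mRNA library, the Spearman correlation with antisense piRNA stayed positive, from 0.0737 to 0.202. Of these fits, it moved most without small RNA replicate 3 of wild type, to 0.0737 (permutation p = 0.417). It was 0.202 without small RNA replicate 3 of *klp10A* RNAi (permutation p = 0.0250) and 0.189 without small RNA replicate 2 of wild type (permutation p = 0.0360), and over all alternatives with antisense piRNA its p-value ranged from 0.0250 to 0.417. The Pearson correlation with antisense piRNA was 0.188 without mRNA replicate 2 of wild type (permutation p = 0.0391). From the failure of most TEs to be depleted while their piRNAs rose, the paper proposes as a possible reason that *klp10A* influences piRNA biogenesis only during limited stages of spermatogenesis, i.e. GSCs and SGs.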

Our cytological data show that *klp10A* is required for the release of Piwi from the mitotic nuage, such that Piwi can re-enter the nucleus upon completion of mitosis. As a result of delayed return of Piwi to the nucleus, overall nuclear amount of Piwi was reduced in *klp10A*^*RNAi*^. How do these defects result in increased piRNA production? It is possible that the prolonged localization of Piwi to the nuage in *klp10A*^*RNAi*^ may enhance the production of pre-piRNAs (or its loading to Piwi), leading to subsequent dysregulation of ping-pong activity to cause upregulation of piRNAs. Alternatively, because Piwi represses the expression of TEs and certain pre-piRNAs [63, 64], reduced nuclear Piwi might lead to derepression of TEs and pre-piRNAs, which, in turn, may result in enhanced piRNA production through intact ping-pong activity in *klp10A*^*RNAi*^ SGs.

Expression of piRNAs in male germ cells appears to be distinct from those found in nurse cells during female germline development [65]. Nurse cells are highly polyploid post-mitotic cells and thus do not undergo nuclear envelope breakdown as do SGs [66]. In nurse cells of the *Drosophila* ovary, Piwi needs to be loaded with piRNAs to translocate into the nucleus [6, 67, 68]. However, Piwi localization to nuage is not visible in wild type cells, likely because Piwi only transiently associates with nuage prior to nuclear translocation. Only when the piRNA pathway is completely compromised, as in the *aub ago3* double mutant, can the failure of Piwi to enter the nucleus be detected, leading to its accumulation in nuage [6]. In contrast to this mechanism of piRNA loading and nuclear translocation of Piwi in post-mitotic nurse cells, our finding suggests that mitotically dividing germ cells (SGs) in the testis may utilize mitosis (nuclear envelope breakdown) as a means to load Piwi with piRNAs. Nuclear envelope breakdown may represent a robust and efficient way of loading Piwi with piRNAs in SGs that divide every ~12 hours.

Taken together, we propose that Klp10A-dependent MT depolymerization at the central spindle facilitates Piwi dissociation from nuage to promote its translocation back into the nucleus. Piwi’s interaction with nuage during mitosis might impact piRNA biogenesis, as indicated by piRNA profiling. In summary, the present study reveals a novel cell biological mechanism by which nuclear and cytoplasmic arms of piRNA biogenesis communicate during the cell cycle.

## Materials and methods

### Fly husbandry and transgenic flies

Flies were raised in standard Bloomington medium at 25°C. The following stocks were used. *UAS-gfp-klp10A* [69], *gfp-vas* [70], *gfp-piwi* (a gift from Katalin Fejes Tóth) [15], *mCherry-vas* (a gift from Elizabeth Gavis)[71], and the following stocks, obtained from the Bloomington Stock Center: *nos-gal4* [72], *UAS-upd* [73], *UAS-gfp* (Spana E., 1999, personal communication to FlyBase, ID: FBrf0111645), *UAS-gfp-aub* [74], *UAS- mCherry-*α-*tubulin* [75], *UAS-klp10A*^*TRiP*.*HMS00920*^ (Flybase: FBrf0214641, FBrf0212437), *mad2*^*EY21687*^ [53], Df(3L)BSC437 (FlyBase: FBrf0204472)

### Immunoprecipitation and western blotting

For immunoprecipitation, 150 pairs of testes were lysed in 0.5 ml HEPES based buffer [50mM HEPES pH 7.5, 250mM NaCl, 0.1% Nonidet P40, 0.2% Triton X-100, supplied with cOmplete protease inhibitor mixture (Roche)]. In Klp10A co-immunoprecipitation (co-IP) experiments, the cleared lysates were incubated with rabbit anti-Klp10A serum (1:200, [37]) for 4 hours, extended by 2 extra hours after supplement with Protein A Dynabeads (Life Technologies). The beads were washed four times with lysis buffer and proteins were eluted with SDS-PAGE protein sample buffer. For co-IP experiments with GFP tagged proteins, the cleared lysates were incubated with GFP-Trap magnetic beads (Chromotek) according to manufacturer's instructions. To detect precipitated proteins on western-blots, the following primary antibodies were combined with horseradish peroxidase conjugated secondary antibodies (Abcam): guinea-pig anti-Klp10A (1:10,000, [37]), rabbit anti-GFP (1:3000, ab290, Abcam), rabbit anti-Vasa d-26 (1:3000, Santa Cruz Biotechnology), rabbit anti-Piwi (1:3000 [76]), rabbit anti-Aub (1:3000 [76]), and mouse anti-Ago3 (1:3000 [12]).

### Mass-spectrometry

Klp10A was purified either with anti-Klp10A or anti-GFP nanobodies from GSC-enriched testes (250 pairs of *nos-gal4>UAS-upd* testes or 1500 pairs of *nos-gal4>UAS-upd*, *UAS-gfp-klp10A* testes, respectively) were dissected, and homogenized in lysis buffer (10 mM Tris-HCl pH 7.5; 150 mM NaCl; 0.5 mM EDTA, 0.1% NP40 and protease inhibitor cocktail (cOmplete, Roche)) for 30 min at 4°C. After centrifugation at 13,000 rpm for 10–15 min at 4°C the supernatant was saved as whole cell extract. The protein concentration was measured by absorbance at 562 nm using Pierce^™^ BCA Protein Assay Kit (Thermo Fisher Scientific). The whole cell extract of 1 μg total protein mass was incubated with 40 μl packed guinea-pig anti-Klp10A [37] conjugated Protein A-Dynabeads (Thermo Fisher Scientific) for 2h at 4°C, or with 25 μl packed GFP-Trap agarose beads (Chromotek) for 3 hours at 4°C. Beads were washed three times with wash buffer (10 mM Tris-HCl pH 7.5; 150 mM NaCl; 0.5 mM EDTA), and the proteins were eluted in LDS sample loading buffer (1.5x) at 100°C for 5 min and separated on a 10% Bis-Tris Novex mini-gel (Invitrogen) using the MES buffer system. In the anti-Klp10A pull down experiments the gel was stained with Coomassie dye and excised into ten equally sized segments. These segments were analyzed by LC/MS/MS (MS Bioworks, Ann Arbor, MI). The gel digests were analyzed by nano LC/MS/MS with a Waters NanoAcquity HPLC system interfaced to a Thermo Fisher Q Exactive. Peptides were loaded on a trapping column and eluted over a 75 μm analytical column at 350 nL/min; both columns were packed with Luna C18 resin (Phenomenex). The mass spectrometer was operated in data-dependent mode, with MS and MS/MS performed in the Orbitrap at 70,000 FWHM resolution and 17,500 FWHM resolution, respectively. In the anti-GFP pull down experiments after electrophoresis the gel was stained with coomassie and excised into two equally sized segments. The gel digests were analyzed by LC-MS/MS with LTQ Orbitrap XL mass spectrometer (Thermo Fisher Scientific) at Fred Hutchinson Cancer Research Center, Proteomics Resource.

### Immunofluorescence staining and microscopy

Fixation and immunofluorescence staining of testes was performed as described previously [37]. The following primary antibodies were used. Mouse anti-Fasciclin III (FasIII; 1:100; 7G10, developed by Goodman C, obtained from Developmental Studies Hybridoma Bank; [77]), rabbit anti-Vasa (1:200; d-26, Santa Cruz Biotechnology), mouse anti-α-tubulin (4.3; 1:50; developed by C. Walsh [78] and obtained from the Developmental Studies Hybridoma Bank), mouse anti-acetylated-Tubulin (1:100, 6-11B-1, Sigma), rabbit anti-phosphorylated (Thr3) histone H3 (PH3) (1:200; clone JY325, Upstate), mouse anti-LaminB (1:200; C20; Santa Cruz Biotechnology), guinea pig anti-Traffic jam (Tj; 1:400; a gift from Dorothea Godt; [79]), rabbit and guinea-pig anti-Klp10A (1:3000/1:1000 respectively; [37]). Alexa Fluor-conjugated secondary antibodies were used (1:200; Thermo Fisher Scientific), EdU was detected by Click-iT Plus EdU Imaging Kit with Alexa Fluor 647 (Thermofisher). Testes were mounted into VECTASHIELD media with 4',6-diamidino-2-phenylindole (DAPI; Vector Labs). Images were captured using a Leica TCS SP8 confocal microscope with a 63×oil-immersion objective (NA = 1.4) and processed by ImageJ software [80]. Colocalization of nuage components with Klp10A or acMTs were quantified by calculating Mander`s coefficient [81, 82] in ImageJ.

### *Ex vivo* treatment of *Drosophila* testis

To enrich cells in metaphase testes were dissected and transferred to Schneider's insect medium (Sigma) containing MG132 (20 μM final concentration, Sigma-Aldrich) [52] or colcemid (100μM final concentration, Calbiochem) [31]. After 4.5h incubation with MG132 or colcemid at 25°C, GSCs/SGs arrested in metaphase with or without intact bipolar mitotic spindles, respectively. For EdU incorporation the dissected testes were incubated for 45min (10 μM, Thermofisher) in Schneider's insect medium (Gibco) at 25°C.

### RNA extraction, library preparations, and sequencing

Total RNAs were extracted by Trizol. 300 pairs of testes were used for each sample, and biological triplicates for each genotype were used. For small RNA sequencing, 2.5 μg of total RNAs were treated with DNase I (Amplification Grade, ThermoFisher) and recovered by RNA Clean & Concentrator-5 columns (Zymo). Libraries were generated from DNaseI treated RNAs using reagents from the TruSeq Small RNA Library Prep Kit (Illumina), while following a previously published protocol from [83] that uses a terminator oligo to deplete *Drosophila* 2S rRNA from the final sequencing libraries. The libraries were sequenced in one lane on a HiSeq 2500 machine (Illumina) at the UCLA Broad Stem Cell Research Center BioSequencing Core. The terminator oligo complimentary to Drosophila 2S rRNA was TAC AAC CCT CAA CCA TAT GTA GTC CAA GCA /3SpC3/ (Integrated DNA Technologies).

For mRNA sequencing, 2.5 μg of total RNAs were treated with DNase I (Amplification Grade, ThermoFisher) and recovered by RNA Clean & Concentrator-25 columns (Zymo). DNaseI treated RNAs were then treated with Ribo-Zero Gold rRNA Removal Kit (Illumina). Libraries were generated from rRNA depleted RNAs using TruSeq Stranded Total RNA Sample Prep Kit (Illumina). The libraries were sequenced by a HiSeq 4000 machine (Illumina) at the UCLA Broad Stem Cell Research Center BioSequencing Core.

### RNA-seq data analysis

Three biological replicates of each condition were used to test for statistical significance and comparative analysis. Raw qseq files were converted to fastq format using custom Python and awk scripts. Small RNAs were clipped from 3’ adapter sequences using Trimmomatic 0.27 [84]. Reads mapping with at most 1 mismatch to rRNA and miRNA hairpin sequences were parsed out by Bowtie2 v2.2.3 [85]. The remaining reads were aligned to the *D*. *melanogaster* transcriptome (Dm3) with at most 1 mismatch allowed using Bowtie2 v2.2.3. Abundance estimation was done at annotated genes, piRNA clusters, and TEs using the eXpress pipeline within the piPipes suite [86, 87]. We used Flybase for annotation of protein coding genes and TEs. piRNA cluster annotations were done according to [1]. For piRNA analysis, we selected reads that were 23–29 nucleotides in length to ensure other endo-siRNA species did not influence downstream analysis. miRNA hairpin reads were used to normalize between libraries. Differential expression analysis was done in DESeq2 3.7 using the Wald test and adjusted p-values were corrected using the Benjamin-Hochberg procedure with an FDR threshold of 0.01[88]. Plots were generated using R. Sequencing data is available at GEO: accession number: GSE122596.

#### Ping-pong activity analysis

piRNA reads were mapped directly to the *D*. *melanogaster* transcriptome (Dm3) using Bowtie2 v2.2.3 [85]. BAM files from Bowtie2 were converted to BED files using several pipelines, including BEDTools 2.7 from the piPipes suite, which assigns nucleotide positions of each read across TE transcript bodies [86, 89]. In addition to nucleotide position, reads were categorized as sense and antisense. Sense was defined as piRNAs that were derived from cleavage of the TE mRNAs and antisense was defined as piRNAs that were antisense to annotated TE transcripts. Custom Python scripts were used to calculate the number of 5’ to 5’ complementarity between sense and antisense reads. Ping-pong ratios were calculated for each transposon feature across all libraries. To calculate the ping-pong ratio of each transposon, we used custom Python scripts to calculate the number of piRNAs in which sense piRNAs with an A at the 10-nt position or antisense piRNAs with a U at the 1-nt position showed 10 nt of complementarity from the 5’ end. We then divided the number of such pairs by the total number of piRNA reads. The resulting ratio allowed for quantification of ping-pong activity, without needing to normalize for library size. The calculation of ping-pong ratio was done using custom Python scripts. Plots were generated using R.

#### mRNA-seq data analysis

Raw qseq files were converted to fastq format using custom Python and awk scripts. Due to the repetitive nature of transposon sequences, reads were aligned to the *D*. *melanogaster* genome (Dm3) by STAR-2.6.0a while allowing for up to 100 multi-alignments per read [90]. Feature and abundance estimation were determined using TEtranscripts 2.0.3 [91]. TEtranscripts initially distributes multi-mapped reads evenly among potential matches and optimizes the distribution of multi-mapped reads using the Expectation Maximization approach. 

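Principal components were computed from log2 CPM (counts scaled to a common library size) of the 11974 genes tested, with TMM normalization and a prior count of 2, centred and not scaled. Principal component 1 held 61.2% of the variance, with wild type replicates 1 to 3 at -34.3, -49.6 and -19.7 and *klp10A* RNAi replicates 1 to 3 at 37.0, 34.6 and 32.0. Principal component 2 held 24.4% and parted the wild type replicates from one another, at -34.5, 35.9 and -11.8. The distance between 2 libraries over these genes was 41.5 to 73.5 within wild type, 29.3 to 44.1 within *klp10A* RNAi and 62.2 to 98.3 between the genotypes. The share held by principal component 1 was 82.7% over the 500 most variable genes, and it was 49.0% with each gene scaled to unit variance, where wild type replicate 1 lay at -1.50.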

Variance was measured based on normalized gene expression counts and we performed principal components analysis and found samples derived from wild-type clustered separately from *klp10A*^*RNAi*^ on Principle Component 1 (S6B Fig). Differential analysis was done using DESeq2 3.7 using the Wald test and p-values were corrected using the Benjamin-Hochberg procedure with an FDR threshold of 0.01 [88]. All Plots were generated using R. Pipeline of Analysis is described in (S1A and S1B Fig).

### Live imaging

Testes from newly enclosed flies were dissected in Schneider’s Drosophila medium (Gibco) and prepared for live imaging as described previously [92]. The testis tips were placed into a drop of medium in a glass-bottom chamber and were covered by regenerated cellulose membrane (Spectrum Lab). The chamber was mounted on a three-axis computer-controlled piezoelectric stage. An inverted Leica TCS SP8 confocal microscope with a 63× oil immersion objective (NA = 1.4) was used for imaging. Live imaging was performed at ambient room temperature. Images were processed using ImageJ software.

## Supporting information

S1 Fig Pipelines of small RNA and mRNA sequence analyses. A) Pipeline of small RNA sequence analysis. B) Pipeline of mRNA sequence analysis.
(TIF) Click here for additional data file.

S2 Fig Distribution of 5’ nucleotide identity for reads of 23–29 nucleotides vs. 20–22 nucleotides in length in control and *klp10A*^*RNAi*^ testes. (TIF) Click here for additional data file.

S3 Fig Analysis of small RNAs in *klp10A*^*RNAi*^ testes. A-B) Pairwise comparisons of global miRNA hairpin abundance (A) and piRNA expression (B) between biological replicates. (C) difference in reads in different small RNA classes. Reads were normalized by total library reads. piRNA reads (23–29 nt) are increased in *klp10ARNAi* vs. wild-type, whereas siRNA (20–22 nt) or miRNA (reads mapping to miRNA hairpin features) reads are not.
(TIF) Click here for additional data file.

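Pearson correlations between replicates were computed from log2(normalized count + 1) over the 123 TEs. For antisense piRNA they ran from 0.960 to 0.977 within wild type and from 0.980 to 0.992 within *klp10A* RNAi. For sense piRNA they ran from 0.973 to 0.993 within wild type and from 0.968 to 0.988 within *klp10A* RNAi. The median absolute difference between 2 replicates on the log2 scale was 0.18 to 0.25 within wild type and 0.10 to 0.13 within *klp10A* RNAi for antisense, and 0.22 to 0.39 and 0.11 to 0.17 for sense. These correlations are across TEs within pairs of libraries.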

S4 Fig Characterization of piRNA density across TE transcripts. A-B) Density of sequenced piRNAs (blue: sense; red: antisense) across *FB-element and BARI1*.
(TIF) Click here for additional data file.

S5 Fig Ping-pong pathway activity remain unaltered after *klp10A* depletion. A) Histogram showing the distribution of antisense and sense piRNA pairs of piRNAs mapping to transposons. B) The box-plots show the distribution of ping-pong ratios of each transposon. Each box-plot is a different biological replicate. The Ping-pong ratio of each transposon was calculated by taking the sum of piRNA reads in which sense piRNAs with a 10 nt A and antisense piRNAs with a 1nt U showing 10 nucleotide complementarity from the 5’ end and dividing it with the total number of piRNA reads.
(TIF) Click here for additional data file.

S6 Fig Characterization of RNAseq datasets. A) Total library reads for each RNAseq library B) Principle component analysis of wild-type (n = 3 replicates) and *klp10A*^*RNAi*^ (n = 3 replicates) RNAseq libraries. C) Scatter plot showing mean genic abundance of *klp10A*^*RNAi*^ versus wild-type libraries.
(TIF) Click here for additional data file.

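The mean CPM (counts scaled to a common library size) of the 11974 genes tested in wild type and *klp10A* RNAi had a Pearson correlation of 0.973 on the log2 scale, with a prior count of 2 added, and a Spearman correlation of 0.967. Of these genes, 94.7% changed by less than 1 on the log2 scale. The quartiles of the log2 fold change over genes were -0.32 and 0.25. These correlations are across genes, which are not independent replicates.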

S7 Fig Klp10A localization at the central spindle of GSCs/SGs. Localization of acetylated MTs (acMTs) (red), Klp10A (green), and DNA (blue) in the apical region of a wild type testis (A), and in a telophase GSC-GB pair of a wild type testis (B). Arrows point to central spindle. Bars: 5 μm.
(TIF) Click here for additional data file.

S8 Fig Identification of cell cycle stage for analysis of Piwi-Vasa colocalization. A-C) Same images as Fig 4A–4C and 4D–4F) same images as Fig 4E–4G are shown with additional α-Tubulin (blue) and DAPI (gray) channels to precisely define their cell cycle stages. Cytoplasmic α-Tubulin staining (without MT bundles of central spindle MTs) combined with decondensed DAPI staining indicate cells in G2 phase (A, D). Spindle α-Tubulin staining and condensed chromosomes indicate metaphase (B, E). Remnant of central spindle (by α-Tubulin staining) and decondensed chromosome indicate G1 phase (or S phase) of the cell cycle (completion of telophase) (C, F).
(TIF) Click here for additional data file.

S9 Fig Piwi-Vasa colocalization in mitotic GSCs/SGs. A-D) efficiency of mitotic arrest by colcemid or MG132. Apical tip of testes after 4.5h *ex vivo* mock (A), colcemid (B), or MG132 treatment (C). PH3 (green), DAPI (white). Bars: 20 μm. D) Number of mitotic cells per testis after 4.5h colcemid or MG132 treatment. Error bars indicate SD. P-values of t-tests are provided. E-G) Mitotic SGs after mock (E), colcemid (F), or MG132 (G) treatment. Colcemid efficiently depolymerizes MTs, whereas MG132 arrest cells in mitosis with intact spindle. α-Tubulin (cyan), DAPI (yellow). Bars: 5 μm. H-J) GFP-Piwi (green) and mCherry-Vasa (red) localization in SGs after 1h *ex vivo* culture with mock (H), colcemid (I) or MG132 (J) treatment. Magnified images of mitotic cells in H-I (boxed) are shown in H’-J”. Mitosis can be judged based on the lack of perinuclear Vasa localization and the lack of nuclear Piwi localization. Arrowheads point to mitotic nuage with Piwi-Vasa colocalization. Bars: 5 μm.
(TIF) Click here for additional data file.

S10 Fig GFP-Piwi localization changes during mitotic exit in *klp10A*^*RNAi*^ GSCs/SGs. A) GFP-Piwi (green) localization during mitosis in a control or *klp10A*^*RNAi*^ germ cells. Mitotic cells are encircled by dotted lines. Time in minutes. Bar: 5 μm. B) Quantification of GFP-Piwi localization during the mitotic exit of GSCs and SGs.
(TIF) Click here for additional data file.

S11 Fig Piwi stays in nuage after mitotic exit in *klp10A*^*RNAi*^ germ cells. A) GFP-Piwi is nuclear in interphase GSCs/SGs in control testes. B) GFP-Piwi colocalizes with Vasa at the nuage of interphase GSCs/SGs in *klp10A*^*RNAi*^ germ cells. Cytoplasmic Vasa and α-Tubulin staining as well as DAPI staining indicates that these cells are in interphase. GFP-Piwi (green), Vasa (magenta). Arrowhead points to nuage-localized Piwi in interphase *klp10A*^*RNAi*^ GSCs/SGs. Bars 5μm. C) Number of interphase GSCs/SGs with nuage-localized Piwi per testis. n = 30 testes per genotype. p value of t-tests is provided.
(TIF) Click here for additional data file.

S12 Fig Nuclear Piwi level is decreased in *klp10A*^*RNAi*^ *germ cells*. A) GFP-Piwi (green) in the apical tip of control and *klp10A*^*RNAi*^ testes. Tj (red) identifies cyst stem cells and early cyst cells. DAPI (blue). The area surrounded by dotted lines with asterisks indicates hub. GSC nuclei are encircled by green line, hub cell nuclei by magenta line. Bars: 5 μm. B) Photon counts in nuclear areas of hub cells (magenta) and GSCs (green) in *klp10A*^*RNAi*^ testes. Each data point represents individual single nucleus. Error bars indicate SD, p-values from t-tests are provided. As *klp10A* is knocked down only in germline (with *nos-gal4*), photon counts in hub cell nucleus is expected to be unchanged, and served as an internal control. Piwi nuclear level was reduced in GSCs upon knockdown of *klp10A*. Note that similar reduction in the nuclear Piwi was observed in SGs as well: however, hub cells and GSCs were used to quantify Piwi levels, because their juxtaposition allows accurate comparison.
(TIF) Click here for additional data file.

S13 Fig *mad2* mutant SGs exit mitosis in the absence of MTs due to defective spindle assembly checkpoint. A) *mad2* mutant SGs do not arrest in mitosis after clocemid-induced MT depolymerization. B) After prolonged MT depolymerization with colcemid, some *mad2* mutant SGs exit mitosis: their nuclei are slightly larger because they are tetraploid, having exited mitosis without chromosome segregation (yellow dotted line indicates SGs that exited mitosis). Vasa (green), PH3 (red), Lamin-B and FasIII (blue). Bars: 5 μm.
(TIF) Click here for additional data file.

S1 Video Dynamics and composition of mitotic nuage in wild type SGs. Dynamics of GFP-Piwi (green) and mCherry-Vasa (red) in mitosis of wild type SGs. Time 0 is set to anaphase B onset. Z-stacks were collected with the indicated time intervals with Z-step size 0.5 μm and 9 steps per time point. Bar on first frame: 5 μm. Note that at the end of mitosis, cytoplasmic nuage is Vasa+, Piwi-.
(AVI) Click here for additional data file.

S2 Video Dynamics and composition of mitotic nuage in a SG upon knockdown of *klp10A*. Dynamics of GFP-Piwi (green) and mCherry-Vasa (red) in mitosis of *klp10A*^*RNAi*^ GSC (left bottom) and SG (upper right). Time 0 is set to anaphase B onset. Z-stacks were collected with the indicated time intervals with Z-step size 0.5 μm and 11 steps per time point. Bar on first frame: 5 μm. Note that at the end of mitosis, cytoplasmic nuage is Vasa+, Piwi+, although some portion of Piwi returns to the nucleus.
(AVI) Click here for additional data file.

S3 Video Piwi disassembles along the central spindle MTs in a wild type GSC during mitotic exit. Lime-lapse live imaging of GFP-Piwi (green) and mCherry-α-Tubulin (red) in a wild type GSC. Time 0 is set to first frame (0 min) in anaphase of the cell cylce. Z-stacks were collected with the indicated time intervals with Z-step size 0.5 μm and 8–12 steps per time point (note that when Piwi+ somatic nuclei move into the focal plane, those frames were manually removed). Bar on first frame: 5 μm.
(AVI) Click here for additional data file.

S4 Video Defective Piwi disassembly in late telophase/G1 SGs upon knockdown of *klp10A*. Lime-lapse live imaging of GFP-Piwi (green) and mCherry-α-Tubulin (red) in *klp10A*^*RNAi*^ GSCs. Time 0 is set to first frame (0 min) in late telophase/G1 phase of the cell cycle. Z-stacks were collected with the indicated time intervals with Z-step size 0.5 μm and 6–10 steps per time point (note that when Piwi+ somatic nuclei move into the focal plane, those frames were manually removed). Bar on first frame: 5 μm.
(AVI) Click here for additional data file.

S1 Table Results of anti-GFP pull downs from *nos>gfp*, *upd* vs. *nos>upd*, *gfp-klp10A* testes. piRNA pathway proteins are highlighted by bold orange text, proteins of GO categories: pole plasm assembly, gene silencing by RNA, posttranscriptional gene silencing, negative regulation of transposition, P granule are highlighted by blue cell, proteins of GO categories: microtubule, microtubule-associated complex, microtubule-organizing center, spindle are highlighted by boxes. Additional table columns of sheets provide a full list of Drosophila proteins of the above.
(XLSX) Click here for additional data file.

S2 Table Results of preimmune IgG vs. anti-Klp10A pull downs from *nos>upd* testes. piRNA pathway proteins are highlighted by bold orange text, proteins of GO categories: pole plasm assembly, gene silencing by RNA, posttranscriptional gene silencing, negative regulation of transposition, P granule are highlighted by blue cell, proteins of GO categories: microtubule, microtubule-associated complex, microtubule-organizing center, spindle are highlighted by boxes. Additional table columns of sheets provide a full list of Drosophila proteins of the above.
(XLSX) Click here for additional data file.

S3 Table Results of repeat experiment of preimmune IgG vs. anti-Klp10A pull downs from *nos>upd* testes. Control experiment is the same between Source Data 2 and Source Data 3. piRNA pathway proteins are highlighted by bold orange text, proteins of GO categories: pole plasm assembly, gene silencing by RNA, posttranscriptional gene silencing, negative regulation of transposition, P granule are highlighted by blue cell, proteins of GO categories: microtubule, microtubule-associated complex, microtubule-organizing center, spindle are highlighted by boxes. Additional table columns of sheets provide a full list of Drosophila proteins of the above.
(XLSX) Click here for additional data file.

S4 Table Results of anti-Klp10A pull downs from *nos>dpp* testes. Identified proteins are ranked based on peptide score. piRNA pathway proteins are highlighted by bold orange text, proteins of GO categories: pole plasm assembly, gene silencing by RNA, posttranscriptional gene silencing, negative regulation of transposition, P granule are highlighted by blue cell, proteins of GO categories: microtubule, microtubule-associated complex, microtubule-organizing center, spindle are highlighted by boxes. Additional table columns of sheets provide a full list of Drosophila proteins of the above.
(XLSX) Click here for additional data file.

S5 Table Results of repeat experiment of anti-Klp10A pull downs from *nos>dpp* testes. piRNA pathway proteins are highlighted by bold orange text, proteins of GO categories: pole plasm assembly, gene silencing by RNA, posttranscriptional gene silencing, negative regulation of transposition, P granule are highlighted by blue cell, proteins of GO categories: microtubule, microtubule-associated complex, microtubule-organizing center, spindle are highlighted by boxes. Additional table columns of sheets provide a full list of Drosophila proteins of the above.
(XLSX) Click here for additional data file.

S1 Dataset Numerical data associated with each graph. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

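Small RNA and rRNA-depleted RNA were sequenced from testes of wild type flies and of *klp10A* RNAi flies aged 0 to 2 days. There were 3 libraries per genotype for each assay, or 12 libraries in all, each from 300 pairs of testes. The replicate numbers were checked for pairing between genotypes and do not pair the samples, so no pairing was used. Genotype and replicate number were taken from the sample labels.

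For small RNA, the authors clipped adapters with Trimmomatic, removed reads on rRNA and miRNA hairpins with Bowtie2, aligned the rest to the Dm3 transcriptome with at most 1 mismatch, kept reads of 23 to 29 nt, estimated the abundance per TE with eXpress and normalized between libraries by miRNA hairpin reads. The deposited values are whole numbers without a stated scale, and each normalized value was therefore treated as a score made by the authors in this way and not as a read count. The value of 1 read in each library was estimated from the steps between low values. The sum over TEs is not the depth of the whole library, and the library totals and miRNA hairpin reads were not used here. The floor of 3 reads was derived from the value of 1 read. For mRNA, the authors aligned reads to Dm3 by STAR with up to 100 multi-alignments and counted them on genes and TEs with TEtranscripts, and the table holds these counts as deposited. Sample descriptions speak of normalized counts, but the values are whole numbers with unequal sums, so they were analysed as counts. A fold change against a group whose libraries all had at most 3 counts was computed against that floor and is given as a lower bound.

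Each piRNA table (antisense, sense and their sum per TE) was tested with limma 3.58.1 on log2(value + 1), with empirical Bayes moderation without a trend. The counts were tested with edgeR 4.0.16, with TMM normalization over genes and TEs together, filterByExpr by genotype and the quasi-likelihood F-test, in R 4.3.3. SE is that of the log2 fold change. P-values were adjusted by the Benjamini-Hochberg method over all TEs of a piRNA table, or over all genes and TEs tested. The limits were an adjusted p-value under 0.1 with a change over 1.5-fold for TEs (the paper's legend for piRNA in Fig 2B, applied to TE transcripts as well, although the legend of Fig 2D gives no fold limit) and an adjusted p-value under 0.01 for genes (the paper's methods). Sums per library and the sense share were compared by exact permutation of the 6 libraries, which gives 20 splits and no two-sided p-value under 0.1. Correlations across TEs were tested with 100000 permutations.

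Gene lists were tested with camera, with the correlation between genes estimated from the data, and with fry. The lists were the 26 genes that S1 Table of the paper gives as a reference list of piRNA pathway proteins and 9 lists of marker genes for spermatogonia, spermatocytes, spermatids, hub and cyst cells, accessory gland, ejaculatory duct and bulb, fat body, midgut and heat shock. A further list of 10 Malpighian tubule genes was written after other genes of that tissue had been seen among the changed genes. These lists come from general knowledge of the genes, since no reference atlas was used here. Symbols were matched to the table by name, and 5 marker symbols that could not be matched were left out.

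The text names Klp10A, the TEs that the paper names for these data and piRNA pathway genes that pass over the list alone. In each piRNA table it names the 3 largest rises and up to 3 largest falls among TEs past the threshold with no overlap between genotypes. It also names each TE past the threshold in mRNA-seq, and the 5 largest rises and 5 largest falls among genes past the threshold with a mean of at least 1 CPM and no overlap. Other names were chosen after their values were seen.

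The methods were tested on simulated data with the means, library sizes and spread of these libraries. Of 200 changed features among 12029, edgeR recovered 66.5% at an adjusted p-value under 0.01 with 0 false calls, and 84.5% under 0.1 with 25 false calls (12.9% of the calls). DESeq2 1.42.0 recovered 76.5% with 10 false calls and 89.0% with 50 false calls (21.9%). Limma recovered 36 of 40 changed TEs among 123 with 0 false calls. The simulated features varied independently, and as many rose as fell. The simulation therefore does not test an error shared by all features of a library, or a shift of most TEs.

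The tests, the limits, the 9 marker lists and most alternatives were chosen before the data were examined. For piRNA these alternatives were a pseudocount of 10 or 0.1, TEs with a mean value of at least 100, scaling each library to its total over TEs, centring it on its median, a trend in limma, other limits, a replicate block and leaving out each replicate in turn. For mRNA they were DESeq2's size factors, the DESeq2 Wald test, 2 other filters on low counts, TMM over genes alone, adjustment over TEs alone, other limits, a replicate block and leaving out each replicate in turn. The alternatives chosen after seeing the data were piRNA values divided by the value of 1 read, piRNA without the satellite, Stellate and Su(Ste) sequences, a replicate block for the sense to antisense ratio, total counts in place of TMM, DESeq2 without its outlier filter and mRNA without genes named only by a CR number. The pull-downs, the imaging, the densities along TEs, the ping-pong analysis, piRNA clusters and miRNA were not analysed here.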

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

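The tests of explanations in this part, the Stellate and Su(Ste) values and the counts of splits were chosen after the result had been seen, apart from the Malpighian tubule list, whose own values had not been looked at before.

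The paper does not report on single genes in the mRNA-seq data. Of the 11974 genes tested, 245 (2.05%) passed an adjusted p-value of 0.01, 24 higher and 221 lower in *klp10A* RNAi, and 3018 had an unadjusted p-value under 0.05. At 4258 genes (35.6%) the genotypes did not overlap, against the 10% that chance gives. Genes in the same libraries are not independent, and this excess was not tested. The number of genes past 0.01 depends on the libraries: it was 387 without wild type replicate 2, 8 without *klp10A* RNAi replicate 1, 47 without *klp10A* RNAi replicate 2 and 1 without *klp10A* RNAi replicate 3. The largest rises were at CR43453 (at least 23.3-fold higher), w, CG13728 (log2 fold change 3.39), Cyp4e3 (2.74) and CG13116 (2.28). The largest falls were at CG10911 (at least 86.4-fold lower), Jon65Aiv (at least 74.8-fold), CG14499 (at least 74.3-fold), Mal-A4 (at least 44.9-fold) and yip7 (log2 fold change -6.45). The size of these falls rests largely on wild type replicate 1. At CG10911, wild type replicates 1 to 3 had 450, 109 and 113 normalized counts, and at Mal-A4 they had 249, 45.5 and 54.4. With each replicate left out in turn, the log2 fold changes of these genes stayed at -5.01 or lower. Only 1 of the 10 splits of the 6 libraries, the real one, gave as many genes, and 3 libraries against 3 cannot give a smaller share.

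Genes of the midgut list, which the paper does not discuss, were lower in *klp10A* RNAi, with a median log2 fold change of -5.46 over 9 genes. The genotypes did not overlap at 8 of the 9 genes. The adjusted p-value was 0.232 with camera and the estimated correlation between genes, 0.0428 with fry, and 3.45e-08 with camera's preset correlation of 0.01. With the estimated correlation, it was under 0.05 without wild type replicate 1 (median -4.22, adjusted p = 0.0362) and ranged from 0.0362 to 0.407 over the alternatives. The list summed to 292 ± 39.0 CPM (SD, n = 3 libraries) in wild type and 126 ± 16.7 (SD, n = 3) in *klp10A* RNAi. Its most abundant genes in wild type were Amy-p, with 182 CPM against 98.5 in *klp10A* RNAi, LManII with 45.3 against 25.6, and alphaTry with 19.6 against 0.283. A difference in depth is argued against by the total counts per library. They ran from 19929803 to 23316483 in wild type and from 18634687 to 25536724 in *klp10A* RNAi. The mean effective library size, which includes the TMM factors, was 1.38 times larger in *klp10A* RNAi, where the genes were lower. Gut tissue in the wild type samples is a candidate explanation, since the median of -5.46 over a list written without the data is what it needs. It leaves Amy-p and LManII, which kept more than 0.5 of their CPM in *klp10A* RNAi, to another source. A biological difference between the genotypes in these transcripts stays open and was not tested.

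Midgut tissue alone may not account for the other genes that fell most. Among the 125 genes outside the list that were at least 8-fold lower in *klp10A* RNAi (84 past the threshold), the median log2 ratio of wild type replicate 1 to replicate 2 was 0.41, while it was 3.05 for the midgut list. A first test asked how many lower genes past the threshold had the order of the midgut list across the wild type libraries, and found 22 of 220 (10%), against 912 of 5643 (16.2%) of the lower genes that did not pass. That test was set aside because genes past the threshold are selected for a small spread in wild type. The 84 of the 125 genes past the threshold share this selection, which may lower the ratio of 0.41 as well. That ratio therefore does not settle whether midgut tissue accounts for these genes. The Malpighian tubule list fell by 1.03 in its median over 10 genes, all 10 of them lower and 8 without overlap. Of these genes, 8 had at least 1 CPM in *klp10A* RNAi, and 1 was among the 125. Aph-4 had 318 CPM in wild type and 167 in *klp10A* RNAi, and Drip had 63.2 and 29.2. The fall was uneven, since ZnT35C (30.3 and 28.3 CPM) and Prestin (12.9 and 12.4 CPM) hardly changed. Tubule tissue in the wild type samples and a change of these transcripts within the testis cannot be told apart, since the same genes remain expressed in *klp10A* RNAi.

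The w transcript, which the paper does not discuss, had 63, 41 and 107 counts in wild type and 1726, 1961 and 1744 in *klp10A* RNAi. Its log2 fold change was 4.26 (SE 0.23, adjusted p = 0.000547 from edgeR, 0.00624 at most over the alternatives). The *klp10A* RNAi flies carry *nos-gal4* and UAS transgenes, and such constructs may carry a w marker gene. The log2 fold change of 4.26 is what such a marker would give, and another w allele in the wild type strain would give it as well. These cannot be told apart, because the transgenes differ with the genotype in all libraries.

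Stellate transcripts, which the paper does not discuss, were higher in *klp10A* RNAi. The 13 Stellate copies tested had a median log2 fold change of 1.12 (0.98 to 1.31), with no overlap between genotypes at any of the 13, and 1 copy passed an adjusted p-value of 0.01. The 13 copies are near-identical, so how reads divide among them is uncertain. Their sum does not depend on how reads divide among these copies. It rose from 57.0 ± 12.5 CPM (SD, n = 3) to 123 ± 30.0 (SD, n = 3). The ratio was 2.15 (exact permutation p = 0.1, the smallest possible). Stellate is also counted among the TEs, as stellate and stellateHet. Their transcripts had log2 fold changes of only 0.49 (adjusted p = 0.219 from edgeR) and 0.42 (adjusted p = 0.307), not past the threshold. Reads may divide between these TEs and the copies, so the sum over copies may depend on that division. The median of the 13 copies ran from 0.90 to 1.65 over the alternatives. Transcripts of 40 Su(Ste) copies had a median of 0.55 (0.42 to 1.06 over the alternatives). Su(Ste) counted as a TE had a log2 fold change of 0.37 (adjusted p = 0.296 from edgeR). The spermatocyte list had a median of 0.43, below each of the 13 copies but near the values of stellate and stellateHet. A larger share of spermatocytes as the whole cause is thus argued against by the copies alone and stays open. What raised Stellate may also be a difference between the strains of the genotypes, such as in the number of copies, which was not tested here.

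Antisense piRNA on the Su(Ste) sequence, which the paper does not discuss, had a log2 fold change of 1.03 (SE 0.18, adjusted p = 0.00264 from limma), from 3494088 ± 816636 normalized counts (SD, n = 3) to 7044446 ± 537278 (SD, n = 3). It took 21.4%, 26.5% and 23.8% of the antisense piRNA in wild type and 25.8%, 27.2% and 28.0% in *klp10A* RNAi. With each library scaled to its total over TEs, the log2 fold change was 0.18, and centred on the median it was 0.27, both not past the threshold (adjusted p from 0.000399 to 0.258 over the alternatives). The rise of 1.03 argues against a loss of Su(Ste) piRNA as the source of the Stellate rise. Whether this sequence rose beyond the rise shared by most TEs is not resolved by these values.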

How the results depend on the processing

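The alternatives chosen after seeing the data are listed in the processing summary, and of those reported here they are total counts, DESeq2 without its outlier filter and the replicate block of the sense to antisense ratio.

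The ratios of the antisense, sense and total piRNA sums stayed above 1 with each replicate left out in turn, from 1.70 to 1.93, from 1.62 to 1.83 and from 1.67 to 1.90. The counts of TEs past the threshold ran from 75 to 87, from 88 to 95 and from 85 to 92 across the 6 fits that each left out one replicate, and the medians from 0.74 to 0.83, from 0.79 to 0.94 and from 0.75 to 0.86. They depended on the normalization. Scaled to the total over TEs, 17 TEs passed for antisense (5 higher and 12 lower), 16 for sense (8 and 8) and 18 for total piRNA (5 and 13). Centred on the median over TEs, 14 (5 and 9), 16 (8 and 8) and 18 (12 and 6) passed. Of the scaled calls, 8, 10 and 6 were also past the threshold with the authors' normalization, and of the centred calls 8, 10 and 13. The scaled medians were -0.068, 0.084 and -0.026. Scaling and centring reversed accord for antisense (-0.63 and -0.54), sense (-0.12 and -0.11) and total piRNA (-0.41 and -0.22). They reversed copia for sense (-0.15 and -0.14), and scaling reversed copia for total piRNA (-0.13) and the R1A1 element for sense (-0.0023). Both remove, by construction, any change shared by all TEs. The difference in sense share ran from -1.17 to -0.55 with each replicate left out and was -0.0049 without Su(Ste), the sequence with the highest values. With a replicate block, 1 TE passed for the sense to antisense ratio in place of 12.

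For mRNA, TMM over genes alone, DESeq2's size factors and the absence of a filter kept both counts within 1.5 times. With DESeq2, 772 genes (121 higher and 651 lower) and 13 TEs passed, and 776 genes (121 and 655) without its outlier filter. With at least 10 counts in every library, 140 genes (12 and 128) passed. At an adjusted p-value under 0.1 from edgeR and over 1.5-fold, 1273 genes (287 and 986) passed. From edgeR, 0 TEs passed 0.01, where 28 had an unadjusted p-value under 0.05. The DESeq2 Wald test put some TEs under 0.01, copia among them (adjusted p = 3.28e-15). With total counts in place of TMM, 518 genes (257 higher and 261 lower) and 24 TEs (19 higher and 5 lower) passed, against 245 genes (24 and 221) and 12 TEs (2 and 10). That scaling moved the median over all genes from 0.01 to 0.50 and over TEs from -0.14 to 0.36, so the TE median stayed below that of genes. The medians over the Stellate and Su(Ste) copies moved to 1.65 and 1.06 with it.

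The mRNA counts ran from 1 to 387 genes and from 0 to 12 TEs across the 6 fits that each left out one replicate. The 0 TEs came without *klp10A* RNAi replicate 1, with 19 at an unadjusted p-value under 0.05. These fits have fewer libraries, and the cause of the uneven loss was not tested. The log2 fold change of Klp10A ran from -2.47 to -2.27. It was -2.32 without *klp10A* RNAi replicate 1 and -2.32 without *klp10A* RNAi replicate 3, where its adjusted p-value was over 0.01. Of the piRNA pathway genes, 0 to 1 passed over the list alone, the 1 without wild type replicate 3, and 4 had an unadjusted p-value under 0.05 with all replicates. List medians ran from -6.26 to -4.22 for midgut, from -0.02 to 0.31 for heat shock, reversed without *klp10A* RNAi replicate 3 (-0.015), and from -0.0054 to 0.22 for spermatid, reversed without *klp10A* RNAi replicate 2. The Spearman correlation of antisense piRNA with transcript changes ran from 0.0737 to 0.202 over 12 fits, with a permutation p-value under 0.05 at 0.189, without small RNA replicate 2 of wild type, and at 0.202, without small RNA replicate 3 of *klp10A* RNAi. The Pearson correlation was 0.188 with a permutation p-value of 0.0391 without mRNA replicate 2 of wild type. Principal component 1 held 82.7% over the 500 most variable genes and 49.0% at unit variance.

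With a replicate block, 98 genes (3 higher and 95 lower, 92 of them also past the threshold without the block) and 2 TEs passed. Samples of the same number shared no variation in mRNA (correlations of -0.28, -0.38 and -0.09), antisense piRNA (-0.18, 0.27 and -0.23) or sense piRNA (-0.09, 0.24 and 0.10). The block spends degrees of freedom on numbers that do not pair the samples, so a call lost under it says nothing about the size of the effect.

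Over the single genes and TEs named and the other values beside them, 800 alternatives left direction and side of the threshold in place, 148 lost the threshold, 8 gained it, 10 reversed and 3 moved. Except where a sentence names one, the cause of these changes was not tested. The depth limits TEs near 3 reads, such as transib4, to lower bounds.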

Differences from the paper's values

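No test in this part was chosen after the result was seen, apart from the alternatives named as such.

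The paper gives about 4-fold as the largest rise of total piRNA per TE (the paper's value is 4), while the largest here was 6.20-fold, at Juan. Among TEs past the threshold and above the floor, Juan was the 1 TE that rose over 4-fold. It had few reads in wild type, with an estimated mean of 7.00 sense reads per library. Of the alternatives set before the data were examined, scaling to the total over TEs (3.48-fold), centring on the median (3.98-fold) and leaving out wild type replicate 1 (5.52-fold), wild type replicate 3 (5.51-fold) or *klp10A* RNAi replicate 2 (5.94-fold) came within 1.5 times of the paper's value. The others did not: a pseudocount of 10 (6.14-fold) or 0.1 (6.20-fold), a mean value of at least 100, a trend in limma, the 2 other limits and a replicate block (6.20-fold each), and leaving out wild type replicate 2 (7.82-fold), *klp10A* RNAi replicate 1 (6.37-fold) or *klp10A* RNAi replicate 3 (6.29-fold).

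Fig 2D marks FB and hobo among the TEs with lower transcripts, and neither passed here, with or without the limit on the fold change. The adjusted p-value of FB was 0.114 with edgeR. FB passed without wild type replicate 1 (adjusted p = 0.0642 from edgeR) and without wild type replicate 3 (0.0713), both set before the data were examined, and with total counts in place of TMM (8.66e-07), which was chosen after seeing the values; over all alternatives the adjusted p-value ranged from 8.66e-07 to 0.368. DESeq2's outlier filter gave FB no adjusted p-value, and without that filter, chosen after seeing the values, it was 0.106. For hobo, the adjusted p-value was 0.156 with edgeR. It passed with the DESeq2 Wald test (0.0819), set before the data were examined and named in the paper's methods, and with DESeq2 without its outlier filter (0.0818), chosen after seeing the values; over all alternatives it ranged from 0.0818 to 0.678.

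The paper describes the changed TEs as downregulated, while Stalker3 (log2 fold change 1.07) and diver (0.87) rose past the threshold here, and gypsy10 (0.50) also passed without the limit on the fold change.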

Other observations

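The tests of explanations and the counts of splits in this part were chosen after the result had been seen, except the count for the sense to antisense ratio.

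The rise of piRNA shared by most TEs was set against other explanations. Unequal factors of the miRNA hairpin normalization are argued against by the value of 1 read, whose mean in *klp10A* RNAi was 0.977 times that in wild type. A single TE with a large share is argued against by the ratio of antisense sums without Su(Ste), which was 1.73. For the 17 TEs past the threshold after scaling to the total, where each of the other 9 splits of the 6 libraries gave 0, one factor for every TE is argued against, but this leaves the rise shared by the other TEs open. A larger share of early germ cells could be all or part of the cause. The spermatogonia list of 6 genes had a median log2 fold change of 0.53 (0.47 to 0.58 with each replicate left out). Its adjusted p-value was 0.407 with camera and 0.0428 with fry. The paper reports no noticeable shift in cell composition, differentiation or cell cycle stages, and considers skewed composition an unlikely cause. How much of the rise such a share could explain is not settled, because the list was measured in other libraries with another scaling. A change in miRNA hairpin reads or in total small RNA between the genotypes and a rise of piRNA are not told apart by scaling to the total. Its median of -0.068 would follow from either, since that scaling removes any shared change. The paper reports little difference in miRNA when reads are normalized to total library reads, while piRNA rose (S3 Fig). That normalization was not repeated here. A biological rise of TE piRNA after loss of *klp10A* stays open beside these.

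Of the 26 piRNA pathway genes, 0 passed an adjusted p-value of 0.1 over the list alone, and 4 had an unadjusted p-value under 0.05 (aub, vret, zuc and del, chosen after their values were seen). Over all genes and TEs, vret had an adjusted p-value of 0.0886 from edgeR (log2 fold change 0.45). The list had 19 genes higher and 7 lower and a median log2 fold change of 0.11, with adjusted p-values of 0.469 from camera and 0.218 from fry. The largest rise was at zuc (0.92) and the largest fall at Gp93, entered as Hsp90 (-0.81). Of the 26 genes, 25 had a log2 fold change below the median of antisense piRNA, Gp93 among them. With wild type replicate 3 left out, 1 gene passed over the list alone.

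Of the 9 marker lists, 0 passed an adjusted p-value of 0.05 with camera, and 1 (midgut) had an unadjusted p-value under 0.05. With fry, midgut, spermatogonia (median log2 fold change 0.53, adjusted p = 0.0428) and spermatocyte (0.43, adjusted p = 0.0244) passed. With camera's preset correlation of 0.01, midgut, accessory gland (adjusted p = 0.0121) and spermatocyte (0.00154) passed, and with all replicates none of the 3 holds with the estimated correlation, while midgut and spermatocyte hold with fry. The spermatogonia list summed to 61.4 ± 6.21 CPM (SD, n = 3) in wild type and 86.9 ± 0.997 (SD, n = 3) in *klp10A* RNAi, and the spermatocyte list to 383 ± 80.9 (SD, n = 3) and 460 ± 5.62 (SD, n = 3). The medians of the other lists were 0.12 for spermatid, -0.18 for hub and cyst, -0.54 for accessory gland, -0.13 for ejaculatory duct and bulb, -0.38 for fat body and 0.18 for heat shock. The spermatid median was -0.0054 without *klp10A* RNAi replicate 2, and the heat shock median was -0.015 without *klp10A* RNAi replicate 3. The Hsp70 copies of the heat shock list are near-identical, so their separate counts are uncertain. The fat body list includes Cyp4e3, a gene past the threshold.

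FB transcripts were high in wild type replicate 2. Scaling of that library is argued against by the counts before scaling, which were 8.80 times the mean of the other 2 wild type libraries, while its effective library size was smaller by a factor of 1.41. Other FB copies in the flies of that sample may be the source. The ratio of 12.4 after scaling is what they could give, but it cannot be told apart from other causes in 1 library.

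The fall of some TE transcripts could follow from more antisense piRNA. Silencing in proportion to the rise of antisense piRNA would give a negative correlation across TEs, and the Spearman correlation was 0.158 and stayed positive with each library left out. Silencing of a few TEs, or in a few cells, stays open and was not tested.

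The 6 libraries of each assay were also split in the other 9 ways. For antisense, sense and total piRNA, for the sense to antisense ratio and for TE transcripts, 1 of the 10 splits, the real one, gave as many TEs past the threshold. For the piRNA pathway genes and for the marker lists, 10 of the 10 splits gave at least the 0 that passed. With 10 splits no share under 0.1 is possible, so these counts cannot exclude chance.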
